# BNC1 regulates cell heterogeneity in human pluripotent stem cell-derived epicardium

**DOI:** 10.1242/dev.174441

**Published:** 2019-12-13

**Authors:** Laure Gambardella, Sophie A. McManus, Victoria Moignard, Derya Sebukhan, Agathe Delaune, Simon Andrews, William G. Bernard, Maura A. Morrison, Paul R. Riley, Berthold Göttgens, Nicolas Gambardella Le Novère, Sanjay Sinha

**Keywords:** Epicardium, Human pluripotent stem cells, Heart development, Regenerative medicine, BNC1, Single cell

## Abstract

The murine developing epicardium heterogeneously expresses the transcription factors TCF21 and WT1. Here, we show that this cell heterogeneity is conserved in human epicardium, regulated by BNC1 and associated with cell fate and function. Single cell RNA sequencing of epicardium derived from human pluripotent stem cells (hPSC-epi) revealed that distinct epicardial subpopulations are defined by high levels of expression for the transcription factors BNC1 or TCF21. WT1^+^ cells are included in the BNC1^+^ population, which was confirmed in human foetal hearts. THY1 emerged as a membrane marker of the TCF21 population. We show that THY1^+^ cells can differentiate into cardiac fibroblasts (CFs) and smooth muscle cells (SMCs), whereas THY1^−^ cells were predominantly restricted to SMCs. Knocking down BNC1 during the establishment of the epicardial populations resulted in a homogeneous, predominantly TCF21^high^ population. Network inference methods using transcriptomic data from the different cell lineages derived from the hPSC-epi delivered a core transcriptional network organised around WT1, TCF21 and BNC1. This study unveils a list of epicardial regulators and is a step towards engineering subpopulations of epicardial cells with selective biological activities.

## Abstract (precis)

**Highlighted Article:** Single cell analysis of human pluripotent stem cell-derived epicardium revealed that epicardial heterogeneity is regulated by the transcription factor BNC1 and separates the cells into two populations with different properties.

## INTRODUCTION

The epicardium is an epithelium covering the heart, which is essential for normal cardiac development. Epicardial cells originate from the pro-epicardial (PE) organ, an outgrowth of non-cardiac, coelomic and proliferative cells located between the heart and the liver (Smits et al., 2018). During embryonic life, the epicardium provides signals for proliferation, survival and maturation to the cardiomyocytes. In return, the myocardium provides signals inducing proliferation and epithelial-to-mesenchymal transition (EMT) in the epicardium. The mesenchymal cells derived from the epicardium (EPDCs) invade the myocardium and become mainly cardiac fibroblasts (CFs) and coronary smooth muscle cells (cSMCs). Surgical ablation of the PE organ leads to cardiac developmental abnormalities (Gittenberger-De Groot et al., 2000).

In the adult, the epicardium is quiescent. It becomes reactivated after ischemic injury but produces EPDCs that are less efficient at migrating and differentiating than their embryonic counterparts. They produce signals that activate the resident CFs, inducing fibrosis but no myogenesis. Some animals, such as the zebrafish and the neonatal (but not adult) mouse, can fully regenerate the heart (Poss et al., 2002; Chablais et al., 2011; Porrello et al., 2011). The adult epicardium is necessary for this regeneration potential (Schnabel et al., 2011). For example, after injury in zebrafish, PDGF signalling is activated in the newly produced EPDCs allowing them to proliferate and contribute to new coronary vessels (Kim et al., 2010). The regenerating epicardium also secretes the cytokine Cxcl12a, which directs the migration of proliferating cardiomyocytes towards the wound. This migration is altered by blocking Cxcr4b, the receptor for Cxcl12a (Itou et al., 2012). A better knowledge of human epicardium could explain and allow us to circumvent the regenerative limitations of the adult heart (Masters and Riley, 2014; Risebro et al., 2015; Smits et al., 2018).

A number of genes expressed in the epicardium that have key regulatory roles have been described. The most important groups for development and function are signalling molecules and growth factors belonging to the FGF, TGF, PDGF, WNT and other families, cell-to-cell adhesion molecules such as E-cadherin or zonula occludens-1 and transcription factors (Braitsch and Yutzey, 2013). The best characterised markers in the epicardial literature are two transcription factors: Wilms' tumor 1 (WT1) and transcription factor 21 (TCF21). TCF21 is a basic helix-loop-helix transcription factor essential for the determination of the CF lineage (Acharya et al., 2012). WT1 is a zinc-finger transcription factor essential for EMT (Martínez-Estrada et al., 2010; von Gise et al., 2011). Interestingly, they are both already expressed in the PE cells, downregulated in the adult epicardium, and reactivated after myocardial ischemic injury.

Previous studies suggested that the epicardium comprises different cell types, with distinct functions (Simões and Riley, 2018; Smits et al., 2018; Weinberger et al., 2018). However, little is known about the molecular regulation of this cellular heterogeneity, except that WT1 and TCF21 are heterogeneously expressed within the mouse epicardium (Braitsch et al., 2012). Identifying the molecular signatures of the various epicardial cells may unveil their different functions. Because a better understanding of the epicardium could pave the way to treating the adult heart following injury, we and others have recently developed and validated protocols to generate *in vitro* models of human developing epicardium from human pluripotent stem cells (hPSC-epi) (Witty et al., 2014; Iyer et al., 2015; Bao et al., 2017; Guadix et al., 2017; Zhao et al., 2017). We hypothesised that analysing gene expression at the single cell level in our system will provide key insights into the molecular and functional regulation of the different human epicardial cell populations.

## RESULTS

### Molecular cell heterogeneity in hPSC-epi and human foetal epicardial explant culture

First, we determined the extent of epicardial marker heterogeneity in hPSC-epi cultures. Because both antibodies suitable for the detection of TCF21 and WT1 in human cells were rabbit in origin, we were previously limited to a flow cytometry strategy in which the presence of double-positive cells in the hPSC-epi was indirectly estimated (Iyer et al., 2015). In the present study, we differentiated the hPSC-epi according to the protocol previously published (Fig. 1A). Then, we co-immunostained using an anti-TCF21 antibody plus an Alexa 568-conjugated secondary with sequential application of an anti-WT1 antibody directly conjugated to Alexa 488. This confirmed a clear heterogeneity in the hPSC-epi (Fig. 1B) with single- and double-positive cells. To validate the *in vitro* hPSC-derived model, we generated explant cultures of primary epicardium from 8 week human foetal hearts; co-immunostaining revealed similar heterogeneity in the foetal explants to that observed in the hPSC-derived cells (Fig. 1C). We then sequenced the transcriptome of the hPSC-epi at single cell resolution in order to characterise precisely the molecular heterogeneity of these cells and to determine its physiological regulation and functional relevance.

**Fig. 1.**
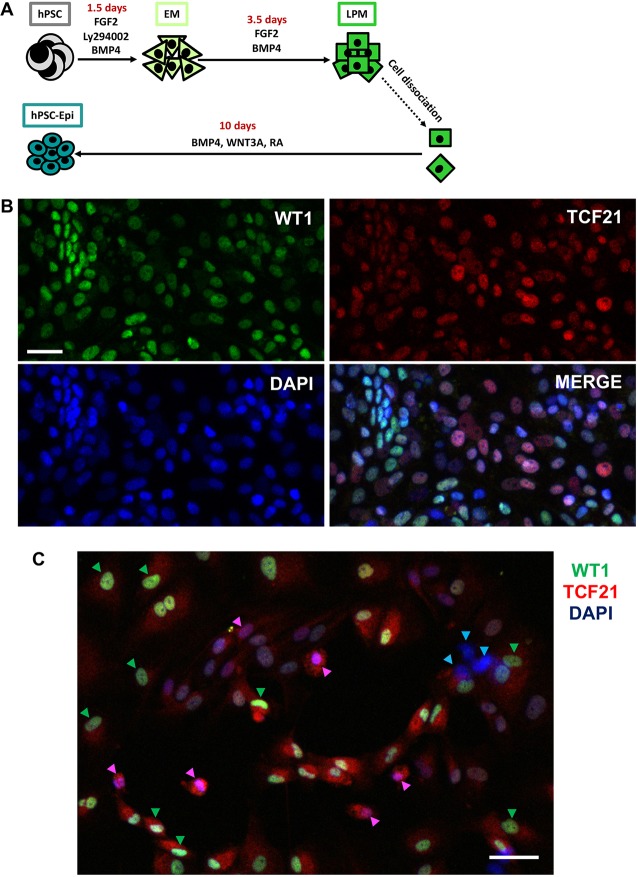
**Heterogeneous expression of TCF21 and WT1 in developing human epicardial cells.** (A) Schematic of the hPSC-epi differentiation protocol. EM, early mesoderm; LPM, lateral plate mesoderm; RA, retinoic acid. (B) Detection of WT1 and TCF21 by immunofluorescence in hPSC-epi. (C) Detection of WT1 and TCF21 by immunofluorescence in epicardial explant cultures from embryonic human heart at 8 weeks. Blue arrowheads point towards double-negative cells, pink and green ones towards TCF21 and WT1 single-positive cells, respectively Scale bars: 20 µm (B); 50 µm (C).

### scRNA-seq revealed *WT1*, *TCF21* and *BNC1* as indicators of hPSC-epi functional heterogeneity

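Cells of the human pluripotent stem cell line H9 were sequenced one by one after differentiation to lateral plate mesoderm (hPSC-LM) or further to epicardium (hPSC-epi). Differentiation to early mesoderm with FGF2, BMP4 and the PI3-kinase inhibitor LY294002 took 36 h, and FGF2 and BMP4 then gave lateral plate mesoderm in 3.5 days. WNT3A, BMP4 and retinoic acid gave epicardium in a further 8 to 10 days. A cell was sorted into each well, and its full-length cDNA (Smart-seq2) was amplified and sequenced at 1 lane per plate, without molecular identifiers and without a record of the strand. The table holds 268 hPSC-epi cells from 3 plates (83, 91 and 94 cells) and 94 hPSC-LM cells from 1 plate. The authors aligned the reads to GRCh38 with HISAT2, summed reads over the exons of each gene with SeqMonk and gave counts per 1000000 reads (CPM). In every cell each value was a whole multiple of what 1 read was worth, so the reads were recovered from the values. The hPSC-LM values had been divided by the cell's total reads a second time, which was undone in the same step. The recovered totals were 242359 to 5759019 reads per hPSC-epi cell and 601192 to 4521886 per hPSC-LM cell. Removing hPSC-epi cells with fewer than 500,000 total reads or fewer than 7000 genes left 232 cells, 81, 74 and 77 per plate, and the same limits removed none of the 94 hPSC-LM cells. Reads on named genes, which the values below use, had a median of 1276761 per hPSC-epi cell (268838 to 3309532) and of 1639716.5 per hPSC-LM cell (349351 to 2790207). The median per hPSC-epi plate was 800248, 1389204 and 1549292 reads, on medians of 8663, 8738 and 8733 genes. CPM here are recovered reads per 1000000 reads on the 35718 named genes, since 1 further row of the table names no gene and took a large share of reads in plate 1. The labels name no culture, so all cells of a stage count as 1 sample and no test across cells was made. Shares of cells are given with exact 95% Clopper-Pearson intervals and summed reads with exact Poisson intervals. Both cover counting error only, since reads copied by PCR are not independent molecules.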

Using a Smart-Seq2-based protocol previously used to analyse mouse embryonic cells (Scialdone et al., 2016), we obtained high-quality transcriptomes for a total of 232 hPSC-epi single cells. We examined the variation of *TCF21* and *WT1* expression in the population using single cell RNA sequencing (scRNA-seq). As we were using a monolayer of cells obtained from a simple *in vitro* differentiation protocol, we expected subtle levels of heterogeneity in the sequencing data. Indeed, in a principal component analysis (PCA), the first two components only absorbed 2.5% and 2.4% of the variance, respectively. Moreover, the subsequent Eigen values were much smaller, and 195 components were needed to absorb 90% of the variance. 

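The strongest weights at one end of the first component were those of *ASF1B*, a histone chaperone, *TOP2A*, the topoisomerase that untangles chromosomes, and *SHCBP1*, followed by *ESCO2*, which ties sister chromatids together, and the kinetochore gene *NUF2*. The genes at the opposite end included the ribosomal protein genes *RPS27* and *RPL27A*, beside *TPT1*, *PFDN5* and *NACA*, which are not. These genes were picked after their weights were seen, and no gene list was tested on this component. In the 232 cells and 24740 genes, on log2(CPM + 1) corrected for plate and scaled to unit variance per gene, the first component held 1.52% of the variance, the second 1.46% and the third 1.09%. It took 196 components to reach 90% of the variance. The share of the first component was 2.51% when all 268 cells were used and 2.31% when genes were not scaled.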

The strongest loadings of *TCF21* and *WT1* were on the second component (PC2). 

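*TCF21*, a basic helix-loop-helix factor needed for cardiac fibroblasts, and *WT1*, a zinc finger factor of the epicardium, had weights of opposite sign on this component. Of the first 10 components, the second held the largest absolute weight of each of *TCF21* (-0.0278), *WT1* (0.0266) and *BNC1* (0.0411). *TCF21* lies on chromosome 6 of GRCh38 (GENCODE release 44) from 133889113 to 133895553, *WT1* on chromosome 11 from 32387775 to 32435564 and *BNC1* on chromosome 15 from 83255884 to 83284664. The largest weight of *WT1* moved to the first component without the correction for plate and without plate 3. Without plate 2 all 3 genes had theirs on the first component, and without scaling *TCF21* and *BNC1* had theirs on the first and *WT1* on the third.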

Over-representation analyses using the 100 genes with strongest negative and positive PC2 loadings defined two different molecular signatures on the *TCF21* and *WT1* sides. Among the top genes on the *TCF21* side (Fig. 2A), the strongest is coding for fibronectin (FN1), with others coding for thrombospondin (THBS1), THY1, CDH7, BAMBI and adenosine receptor 2B (ADORA2B) (Fig. S1). 

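At the *TCF21* end of the second component, after *FN1*, the strongest weights were those of *CRABP2*, which binds retinoic acid in the cytoplasm, *THBS1* and *THY1*, in that order. Of the next 6 places, 4 were held by transcripts named after their genomic clone, among them *CTD-2033D15.1* and *CTD-2033D15.3*, and the others by the sphingosine-1-phosphate receptor *S1PR3* and the collagen-processing *P4HB*. *CDH7* ranked 15, *BAMBI*, a decoy receptor for BMP and TGFβ, ranked 20, *TCF21* itself 38 and *ADORA2B* 98 among the 24740 genes. *FN1* lies on chromosome 2 from 215360440 to 215436073 and *THBS1* on chromosome 15 from 39581079 to 39599466.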

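*PODXL*, a sialomucin of the apical surface (chromosome 7, 131500262 to 131558217), had the strongest weight at the opposite end of the second component and *BNC1* the next. *MYRF*, a transcription factor of the mesothelium, *CCDC64*, *EZR*, which ties the membrane to actin, *CDH3*, *STK26*, *ID2*, *EZR-AS1* and *SERPINB9* followed. *WT1* ranked 53 and *CDH1* 122 among the 24740 genes at this end. *EZR-AS1* (chromosome 6, 158817979 to 158822252) overlaps *EZR* (158765741 to 158819368) in part. Since the strand of the reads is not known, reads in the shared stretch cannot be assigned to either gene.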

On the *WT1* side, the strongest is coding for the podocalyxin (PODXL), with others coding for basonuclin (BNC1, second strongest positive loading on PC2), P-cadherin (cadherin 3; CDH3) and E-cadherin (cadherin 1; CDH1).

**Fig. 2.**
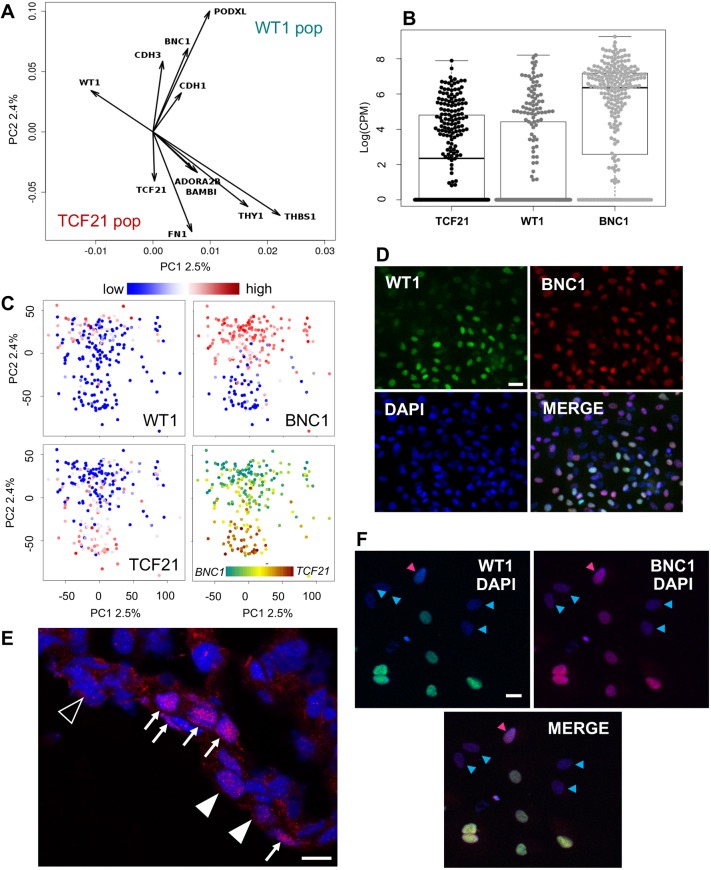
**Characterisation of hPSC-epi heterogeneity by scRNA-seq.** (A) Principal component analysis of the gene expression in hPSC-epi cells, showing some of the main gene influences on PC2. (B) Distribution of expression of TCF21, WT1 and BNC1 in all epicardial cells (232). The numbers of cells for which no expression is detected are 105, 154 and 44, respectively (represented by the thick line at the bottom of the graph). Boxes represent the inter-quartile range (IQR) between quartile 1 (Q1=25%) and quartile 3 (Q3=75%); whiskers represent Q1-1.5×IQR and Q3+1.5×IQR. (C) Principal component analysis of the epicardial cells, coloured by the expression of TCF21, WT1 and BNC1 (see key above), showing the strong alignment with PC2. The lower-right panel presents the overlap of TC21 (in red) and BNC1 (in turquoise) showing that their expression is exclusive. (D) WT1 and BNC1 detected by immunofluorescence in hPSC-epi. (E) BNC1 distribution in human epicardium at 8 weeks pc. Arrows point towards high-expressing cells, filled arrowheads towards low-expressing cells and empty arrowheads to negative cells. (F) WT1 and BNC1 detected by immunofluorescence in epicardial explant cultures from embryonic human heart at 8 weeks pc. The pink arrowheads point toward a single BNC1-positive cell, the blue ones towards double-negative ones. The other cells displayed on the images are double positive. Scale bars: 30 µm (D); 9 µm (E); 20 µm (F).

The distribution of expression for *TCF21*, *WT1* and *BNC1* was bimodal, with a large population of cells showing no expression at all (106, 154 and 45 cells, respectively) (Fig. 2B). It is likely that some of those ‘zeroes’ are dropouts (Andrews and Hemberg, 2019). However, the locations of those cells on the PCA plot suggest that they are not randomly distributed and most of them, at least when it comes to *TCF21* and *BNC1* expression, reflect true subpopulations. 

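*WT1* was the least often detected of the 3 factors and *BNC1* the most often. No *WT1* read was found in 154 of 232 hPSC-epi cells (66.4%, 59.9 to 72.4%), no *TCF21* read in 105 cells (45.3%, 38.7 to 51.9%) and no *BNC1* read in 44 cells (19.0%, 14.1 to 24.6%). Where they were detected, *BNC1* had a median of 184 CPM, *WT1* of 66.9 CPM and *TCF21* of 43.2 CPM. Low read counts were rare, since 9 cells held 1 to 3 reads of *TCF21*, 3 cells of *WT1* and 6 cells of *BNC1*. This cannot tell absent mRNA from mRNA that was not reverse-transcribed, since cDNA was amplified before sequencing and its copies were not told apart. *WT1* was found in 45 of 81 cells of plate 1, in 16 of 74 cells of plate 2 and in 17 of 77 cells of plate 3. At a limit of 10 CPM the share of cells without *TCF21* was 53.0% and that without *BNC1* 25.4%.

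**Figure D1:**
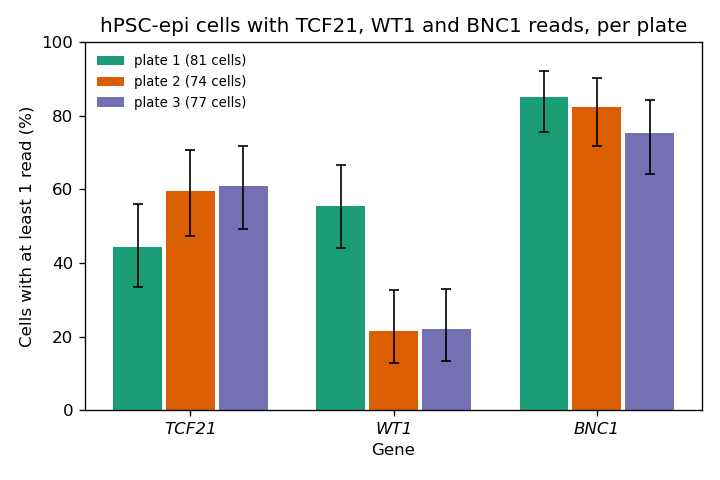
Share of hPSC-epi cells with at least 1 read of *TCF21*, *WT1* and *BNC1* in each of 3 plates (81, 74 and 77 cells), in percent. Bars are shares and error bars exact 95% Clopper-Pearson intervals, and the bar of *WT1* in plate 1 stands above those of plates 2 and 3.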

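Cells without *TCF21* had fewer reads on genes than cells with it over all plates, a median of 1205633 against 1357037, but not in every plate. In plate 2 cells without *TCF21* had a median of 1959800.5 reads on genes and cells with it 1247058.5, while in plate 1 the medians were 742287 and 819302. Cells without *BNC1* had more reads than cells with it, a median of 1480157 against 1238183 over all plates. When every cell was thinned to 268838 reads, the numbers of cells without *TCF21*, *WT1* and *BNC1* were 112, 157 and 48. Thinning removes sequenced reads only, so mRNA that was not reverse-transcribed was not tested for.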

Twenty-seven cells (12%) expressed all three markers. 

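*TCF21*, *WT1* and *BNC1* were found together in 27 cells (11.6%, 7.81 to 16.5%), and 34.6 cells, a number inside this interval, would hold them if the 3 genes were detected independently of each other. In plates 1, 2 and 3 they were found together in 13, 7 and 7 cells, where independent detection would give 17.0, 7.84 and 7.82. This does not show independence, since pairs that go opposite ways can offset each other in such a count. *BNC1* was found in 93.6% of cells with *WT1* and 74.7% of cells without it, and *TCF21* in 41.0% and 61.7%. None of the 3 was found in 5 cells (2.16%, 0.703 to 4.96%), while *BNC1* and *TCF21* were found together in 88 cells (37.9%, 31.7 to 44.5%). At a limit of 10 CPM the share with all 3 was 7.33%.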

Colouring the PCA plot with *TCF21*, *WT1* and *BNC1* expression clearly shows two populations segregated along PC2 (Fig. 2C). 

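*WT1* and *BNC1*, a basonuclin zinc finger factor of epithelia, were often found in the same cells. Of 78 cells with *WT1*, 73 also held *BNC1* (93.6%, 85.7 to 97.9%), and of 154 cells without *WT1*, 115 held *BNC1* (74.7%, 67.0 to 81.3%). *TCF21* was found in 32 of the 78 cells with *WT1* (41.0%, 30.0 to 52.7%) and in 95 of the 154 cells without it (61.7%, 53.5 to 69.4%).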

With a few exceptions, *WT1*-expressing cells form a subpopulation of *BNC1*-expressing cells. Cells strongly expressing *BNC1* are mostly devoid of *TCF21* expression (see also Fig. S2A). 

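*TCF21* was missing most often where *BNC1* was highest. Among the 25% of cells with the most *BNC1* (at least 279.6 CPM), 39 of 58 had no *TCF21* read (67.2%, 53.7 to 79.0%), against 66 of 174 other cells (37.9%, 30.7 to 45.6%). Of the 44 cells without *BNC1*, 5 had no *TCF21* (11.4%, 3.79 to 24.6%).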

Finally, immunofluorescence detection of BNC1 and WT1 confirmed the correlation between the high level of WT1 and high level of BNC1 and the inclusion of WT1^+^ cells in the BNC1^+^ population in the hPSC-epi (Fig. 2D). Immunostaining of foetal human heart sections at 8 weeks pc demonstrated the expression of BNC1 in the epicardium and confirmed a heterogeneous distribution of the protein (Fig. 2E). Immuno-staining of human embryonic epicardial explants from human hearts at 8 weeks post-conception (pc) confirmed co-location of WT1 and BNC1 (Fig. 2F).

*BNC1* and *TCF21* are not just markers of two subpopulations; they also reflect the state of the entire transcriptome. We computed the Pearson correlation of *BNC1*, *WT1* and *TCF21* expression with all the expressed and variable genes (Fig. S2B). 

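Genes that rose with *TCF21* from cell to cell tended to fall with *BNC1*. Over 24737 genes the correlations with *TCF21* and those with *BNC1*, each taken across the 232 cells on plate-corrected log2(CPM + 1), had a Pearson correlation of -0.720, and the direct correlation of *TCF21* with *BNC1* across cells was -0.473. Within plates 1, 2 and 3 the value over genes was -0.600, -0.641 and -0.568. It was -0.289 when the correlations with *TCF21* came from one plate and those with *BNC1* from another, so that no cell entered both. Genes are not independent replicates, so no test was made.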

Comparing these correlations, we observe that if the expression of a gene correlates with *TCF21* expression, it does not correlate with *BNC1* expression (Pearson correlation of −0.454). By contrast, if the expression of a gene correlates with that of *WT1*, it also tends to correlate with *BNC1* expression (Pearson correlation of 0.293).

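Genes that rose with *WT1* tended to rise with *BNC1* too, though less closely than *TCF21* and *BNC1* were opposed. The Pearson correlation over the same genes was 0.565, with 0.591, 0.445 and 0.403 within plates 1, 2 and 3, and the direct correlation of *WT1* with *BNC1* across cells was 0.349. With Spearman correlations across cells the value over genes was 0.131, with CPM that were not logged 0.376, and with *WT1* and *BNC1* taken from different plates 0.230. The correction for plate gives cells without a read a value that depends on their plate, so ranks can order them by plate. The lower Spearman value therefore cannot be read as weaker agreement. The direct Spearman correlation of *WT1* with *BNC1* across cells was 0.353. The paper gives these correlations after stating that *BNC1* and *TCF21* reflect the state of the whole transcriptome.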

### The hPSC-epi is composed of a BNC1 and a TCF21 population

Cell subpopulations of hPSC-epi cannot be solely based on the expression of *TCF21* and *BNC1* because of the presence of dropouts – genes for which expression is measured as 0 not because there is no mRNA, but because the mRNA was not reverse-transcribed. Instead, we generated cell similarities using t-distributed stochastic neighbour embedding (t-SNE), exploring different parameter values. The lowest Kullback–Leibler divergence (a measure of how well the t-SNE distances represents the actual distances in genome space) corresponded with final distributions in three groups of cells. We attributed cells to each group using a partition around medoid approach, resulting in three clusters of different sizes (146, 62 and 24 cells; Fig. 3A). 

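The cells parted into a large group led by *ERBB4*, a neuregulin receptor, *PLA2G2A*, a secreted phospholipase, and the keratin gene *KRT7*, a middle group led by *MAGEB3*, the calcium sensor *NCALD* and *GBP2*, and a small group led by *TOP2A* and *UBE2C*, which act in mitosis. The groups held 136 cells (58.6%, 52.0 to 65.0%), 66 cells (28.4%, 22.7 to 34.7%) and 30 cells (12.9%, 8.90 to 17.9%). They are called BNC1 high-like, TCF21 high-like and mitotic-like here, after the marker genes that stood at least 2-fold above the other cells. BNC1 high-like cells made up 69.1%, 51.4% and 54.5% of plates 1, 2 and 3, TCF21 high-like cells 22.2%, 32.4% and 31.2% and mitotic-like cells 8.64%, 16.2% and 14.3%. t-SNE (perplexity 30, 2000 iterations) was run from 20 seeds on 50 components, and partition around medoids was applied to the run with the lowest Kullback-Leibler divergence. When genes were split at random into 2 parts of equal size and the cells clustered on each, 200 of 232 cells fell in the group of the same name. Without the correction for plate the group that carried the mitotic markers held 89 cells (38.4%), of which 59 are BNC1 high-like above, and without plate 2 it held 57 (36.1%), of which 43 are, so both were mixed, and in neither was a group named BNC1 high-like.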

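*BNC1* was found in nearly all cells outside the TCF21 high-like group, and *TCF21* in most cells inside it. In BNC1 high-like cells *BNC1* averaged 221 CPM and was found in 132 of 136 cells (97.1%, 92.6 to 99.2%), and *TCF21* averaged 16.8 CPM over all of them and was found in 56 (41.2%, 32.8 to 49.9%). In TCF21 high-like cells *TCF21* averaged 83.1 CPM and was found in 56 of 66 cells (84.8%, 73.9 to 92.5%), and *BNC1* averaged 48.1 CPM over all of them and was found in 27 (40.9%, 29.0 to 53.7%). Over all 30 mitotic-like cells *BNC1* averaged 273 CPM and was found in 29 (96.7%, 82.8 to 99.9%), and *TCF21* averaged 27.4 CPM and was found in 15 (50.0%, 31.3 to 68.7%). These 2 genes were among those the clusters were made from.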

The largest cluster expressed considerably more *BNC1* than *TCF21*, the intermediate showed the opposite, and the smallest cluster comprised both types of cells (Fig. 3B). We used DESeq2 to compare gene expression between each pair of clusters. Enrichment analysis on the resulting gene sets showed that the small cluster exhibits a clear signal for mitosis (Table S1). 

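The leading genes of the mitotic-like group act in DNA replication or in mitosis. Against the other cells *TOP2A* stood 7.14 higher on the log2 scale, *UBE2C*, which marks cyclins for degradation, 6.89, the kinesin *KIF2C* 6.48 and the kinase *PLK1* 6.29. *NDC80*, *AURKB*, *RRM2*, *NCAPH*, *PBK* and *CCNA2* followed at 6.02 to 6.28. *TOP2A* was found in 25 of 30 mitotic-like cells (83.3%, 65.3 to 94.4%), in 12 of 66 TCF21 high-like cells (18.2%, 9.76 to 29.6%) and in 10 of 136 BNC1 high-like cells (7.35%, 3.58 to 13.1%). *MKI67*, the proliferation marker, was found in 24, 7 and 7 cells of these groups. Since the clusters were made from the same genes, these are values and not a test.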

When we corrected for a cell-cycle component with the single cell latent variable model (Buettner et al., 2015; Andrews and Hemberg, 2019) before running t-SNE and clustering, the small cluster disappeared, suggesting it was not a true subpopulation. 

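No mitotic-like group was left when the means of 26 mitosis genes, among them *TOP2A* and *PLK1*, and of 20 S phase genes, among them *RRM2*, were regressed out of every gene before t-SNE and clustering. Of the 30 mitotic-like cells, 14 then fell in a group named after its *BNC1* markers, 7 in a TCF21 high-like group and 9 in a group that carried too few markers of any kind. The 3 groups held 71, 69 and 92 cells, and 79 of the 92 cells in the group without a name had been BNC1 high-like before. Mitosis genes are also the markers that give a group the mitotic-like name, so removing their mean made such a group unlikely from the start. The outcome therefore does not decide whether these cells were a true subpopulation. The latent variable model of the paper was not used here, and regressing out these genes was chosen after the data were seen.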

To avoid confusion, these 24 mitotic cells were omitted in further analyses.

**Fig. 3.**
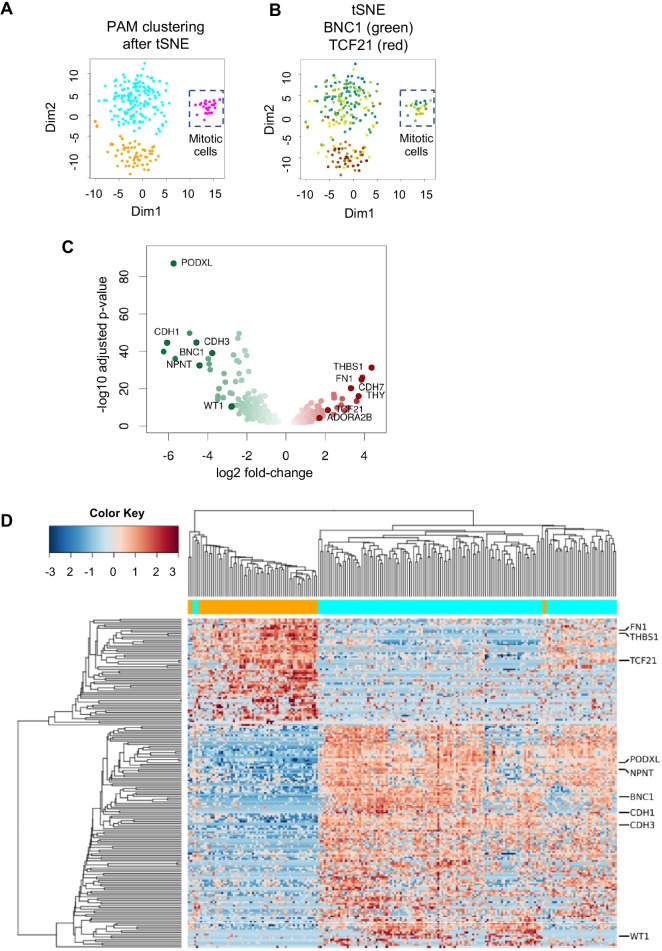
**Transcriptomes of BNC1^high^ and TCF21^high^ subpopulations.** (A) tSNE of all hPSC-epi cells, followed by a clustering using partition around medoids (PAM). (B) Expression of TCF21 (red) and BNC1 (green) showing that the main clusters contain either BNC1 or TCF21 cells whereas the smallest cluster presents a mix of them. (C) Differential expression analysis between the two main clusters showing the amplitude of changes and their significance. Genes of specific interest for epicardium function or this study are highlighted. (D) Heat plot of the most differentially expressed genes between the two main clusters showing that the clustering based on those genes reflects the division based on the whole transcriptome. Columns are cells, rows are genes. The orange and cyan bar specifies which cluster shown in A the cell belongs to.

### Molecular signature of BNC1^high^ and TCF21^high^ populations

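Among the 12 genes with the largest fold on the BNC1 high-like side were *SLC34A2*, a phosphate transporter, at a log2 fold of -5.11, *SERPINE3* at -5.02, *UPK3B*, a uroplakin of mesothelium, at -4.95, the neuregulin receptor *ERBB4* at -4.59 and *LRP2*, the endocytic receptor megalin, at -4.39. *CA12*, a carbonic anhydrase, averaged 45.3 CPM in BNC1 high-like cells and had no read in TCF21 high-like cells. On the TCF21 high-like side *NTRK2*, a neurotrophin receptor, stood at 4.95, *MAGEB3* at 4.73, *GBP2*, an interferon-induced GTPase, at 4.58, *COL6A3* at 3.71 and *TGFBI*, a matrix protein induced by TGFβ, at 3.62. Each value is the log2 of (mean CPM + 1) in TCF21 high-like cells over that in BNC1 high-like cells, from the mean of 3 plate means, with mitotic-like cells left out. Each gene was compared between clusters made without the part of the genes it belongs to, so that it did not help to form the groups it was compared in. The groups were named with the markers of both parts, so the side of a marker gene is not independent of the naming. All 24 genes, 12 per side, have a mean of at least 10 CPM on the higher side and lie on the same side in every plate, and the log2 fold of *SLC34A2* was -1.85 when all 268 cells were used and -2.76 between cells with *BNC1* and no *TCF21* and cells with *TCF21* and no *BNC1*. No number of changed genes is given, since cells of 1 sample are not replicates.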

Differential gene expression analysis revealed that 2494 genes were differentially expressed between the largest clusters (Fig. 3A, cyan and orange): 1454 higher in the *BNC1*^high^ cells and 1040 higher in the *TCF21*^high^ ones (Table S2). In addition to an enrichment of 13.6-fold in *BNC1* expression, the *BNC1*^high^ cells exhibited 3.6 times more *WT1* than did *TCF21*^high^ cells (Fig. 3C). 

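*BNC1* averaged 235 CPM in BNC1 high-like and 46.7 CPM in TCF21 high-like cells, a log2 fold of -2.31, which is 4.95-fold (2.95-fold to 10.6-fold in the single plates). Its reads summed to 40629 (40235 to 41026) in 132 BNC1 high-like cells and to 4343 (4215 to 4474) in 70 TCF21 high-like cells. *WT1* averaged 49.3 and 5.67 CPM in 130 and 74 cells, a log2 fold of -2.92 or 7.55-fold (4.84-fold to 9.82-fold in the single plates). It was found in 61 of 130 BNC1 high-like cells (46.9%, 38.1 to 55.9%) and in 7 of 74 TCF21 high-like cells (9.46%, 3.89 to 18.5%). The fold of *BNC1* was 18.6 with clusters made on 10 components without t-SNE, where 107 of 232 cells fell in the mitotic-like group and were left out, and 9.34 with means trimmed by 10% at each end. With clusters made anew from the cells left, the fold of *WT1* was 3.29 without plate 3 and 5.13 without plate 1. Here and below, leaving out a plate also changed the clusters.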

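Of the epithelial surface genes, *PODXL* averaged 2255 CPM in BNC1 high-like cells and 77.7 CPM in TCF21 high-like cells, a log2 fold of -4.84 (-6.00 to -3.98 in the single plates). *CDH1*, the cadherin of epithelial junctions (chromosome 16, 68737292 to 68835537), stood at -4.34 (-6.45 to -2.96) and was found in 52 of 132 BNC1 high-like cells (39.4%, 31.0 to 48.3%) against 2 of 70 TCF21 high-like cells (2.86%, 0.348 to 9.94%). *CDH3*, its neighbour on chromosome 16 from 68636189 to 68727468, stood at -3.12 (-5.70 to -2.83) and was found in 112 of 130 and 23 of 74 cells. Without plate 1 the log2 fold of *PODXL* was -5.88 and that of *CDH1* -6.48, and without plate 3 they were -3.80 and -3.32. The paper chose these genes on the same cells, so their side is not independent evidence.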

Genes encoding podocalyxin, E-cadherin and P-cadherin were also strongly enriched confirming the positive loading of PCA component 2. In addition to 4.4-fold more *TCF21* expression, the *TCF21*^high^ cells showed enrichments for the markers found in the negative loading of PCA component 2. 

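*TCF21* averaged 78.5 CPM in TCF21 high-like and 16.6 CPM in BNC1 high-like cells, a log2 fold of 2.18 or 4.52-fold (2.79-fold to 8.39-fold in the single plates). *THBS1*, an adhesive glycoprotein that restrains angiogenesis, stood at a log2 fold of 3.53 (3.23 to 4.74 in the single plates). With clusters made anew it was 5.13 without plate 1 and 5.29 without plate 3. *FN1* stood at 3.36 (2.95 to 4.44). *CDH7* stood at 3.30 (2.64 to 3.93), *BAMBI* at 1.71 (0.65 to 2.62) and *ADORA2B*, an adenosine receptor, at 1.48 (0.82 to 2.97). *CDH7* was found in 44 of 74 TCF21 high-like cells (59.5%, 47.4 to 70.7%) and in 16 of 130 BNC1 high-like cells (12.3%, 7.20 to 19.2%), while *BAMBI* was found in nearly all cells of both. Without plate 1 the log2 fold of *ADORA2B* was 0.70, that of *BAMBI* was 1.09 without plate 1 and 2.67 without plate 2, and that of *CDH7* was 5.18 without plate 2.

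**Figure D2:**
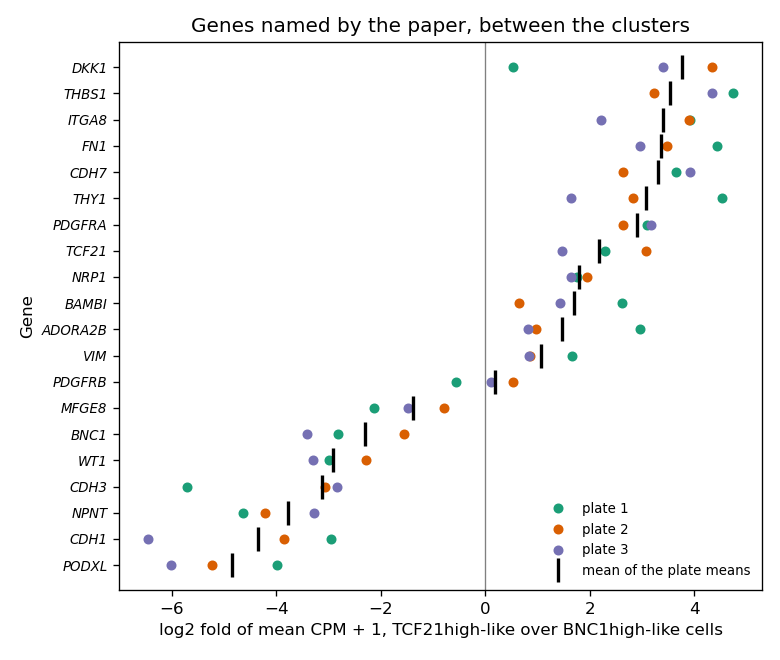
Log2 fold of mean CPM + 1 in TCF21 high-like over BNC1 high-like cells for 20 genes the paper names. Points are the 3 plates and black bars the mean of the plate means, and *PODXL*, at -4.84, and *DKK1*, at 3.77, mark the ends.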

Clustering the cells using 142 strongly expressed (base mean above 100), very significantly (adjusted *P*-value lower than 10^−5^) and strongly enriched (enrichment over 2-fold) genes, reproduced the clustering based on the whole genome (Fig. 3D). This means that the most differentially expressed genes are a good representation of the whole transcriptional landscape, providing confidence that the genes significantly differentially expressed between *TCF21*^high^ and *BNC1*^high^ are valid markers to separate the two populations.

The top transcription factors, plasma membrane proteins and secreted factors upregulated in *BNC1*^high^ and *TCF21*^high^ populations are listed in Table 1. Some of these genes encode for proteins that had already been flagged in the literature as potential regulators of epicardial function in the embryonic or adult diseased heart. 

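Of the 132 entries of Table 1, 131 have a name in the deposited table, and 130 of these lay on the side on which they are listed. In every plate 123 did, and 105 of these stood at least 2-fold higher on that side. All 27 plasma membrane proteins of the BNC1 high side did so, led by the transporter *SLC34A2*, *PODXL*, *LRP2* and *CDH1*. Among the 24 transcription factors of that side, 16 were, with *ELF3*, an epithelial Ets factor, at a log2 fold of -3.52 (-1.98 without plate 1 and -2.13 without plate 2). On the TCF21 high side 18 of 19 secreted factors, 16 of 21 plasma membrane proteins and 14 of 23 transcription factors did, among the last *HOPX*, a homeodomain protein of cardiac progenitors, at 3.05 and the nuclear receptor *NR0B1* at 3.20. *ETV4*, listed for TCF21 high cells, stood at -0.38 (0.16 without plate 1). The table was made from the same cells, so the tally is not independent evidence. *CD82*, *MEOX1*, *SEMA3E* and *SLC16A3* kept their side in every plate, but changed it when 1 plate was left out and clusters were made anew.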

The most overexpressed diffusible factor in *BNC1*^high^ cells was nephronectin (*NPNT*). 

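*NPNT*, an extracellular matrix protein (chromosome 4, 105894775 to 106004027), averaged 493 CPM in BNC1 high-like cells and 35.3 CPM in TCF21 high-like cells, a log2 fold of -3.77 (-4.63 to -3.27 in the single plates). It was found in 114 of 130 BNC1 high-like cells (87.7%, 80.8 to 92.8%) and in 26 of 74 TCF21 high-like cells (35.1%, 24.4 to 47.1%). Of the other secreted factors listed for this side, *SERPINE3*, a serpin, had the larger log2 fold, -5.02, at a lower level of 117 CPM, and *EDN3*, an endothelin, stood at -3.65 with 59.5 CPM (-2.08 when cells with *BNC1* and no *TCF21* were set against cells with *TCF21* and no *BNC1*). The log2 fold of *SERPINE3* was -6.48, -1.82 and -2.68 when plates 1, 2 and 3 were left out in turn and clusters were made anew. That of *NPNT* then stayed between -4.02 and -3.51. With the main clusters *SERPINE3* stood at -4.65, -6.33 and -3.98 in plates 1, 2 and 3.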

Nephronectin is the functional ligand of integrin alpha-8/beta-1, which is overexpressed in the *TCF21*^high^ population, suggesting cross-talk between the two populations. 

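*ITGA8*, the alpha subunit of this receptor (chromosome 10, 15513954 to 15719922), averaged 42.4 CPM in TCF21 high-like and 3.11 CPM in BNC1 high-like cells, a log2 fold of 3.40 (2.22 to 3.93 in the single plates). It was found in 38 of 70 TCF21 high-like cells (54.3%, 41.9 to 66.3%) and in 9 of 132 BNC1 high-like cells (6.82%, 3.17 to 12.5%). *ITGB1*, the beta subunit, which pairs with many alpha subunits, averaged 587 and 424 CPM, a log2 fold of 0.47 (0.34 to 0.57 in the single plates).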

A web application that enables running PCA, t-SNE and clustering, as well as plotting gene expression, is available at http://www.bioinformatics.babraham.ac.uk/shiny/epicardium/ (Fig. S3).

**Table 1.**
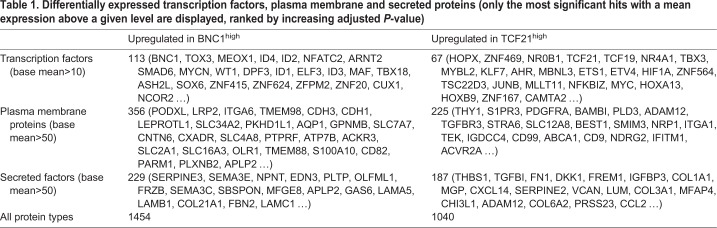
**Differentially expressed transcription factors, plasma membrane and secreted proteins (only the most significant hits with a mean expression above a given level are displayed, ranked by increasing adjusted *P*-value)**

### Gene ontology analysis predicts different functions for *BNC1*^high^ and *TCF21*^high^ populations

Gene ontology (GO) over-representation analyses suggested a different phenotypic signature for each population, favouring migration and muscle differentiation for *BNC1*^high^ and adhesion/angiogenesis for *TCF21*^high^. Using the genes differentially expressed between the two populations, we ran GO over-representation analyses using WebGestalt (Table S3). Fig. 4 and Fig. S4 illustrate results of the GO term enrichment, after filtering out the terms related to non-cardiac tissues. Fig. 4 focusses on the terms related to cell and tissue processes whereas Fig. S4 focusses on the terms related to molecular processes. 

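Members of the lists of muscle regulators, cell migration genes and cell-cell adhesion genes went both ways between the clusters. Of 26 measured adhesion genes between cells, 6 were at least 2-fold higher in BNC1 high-like and 3 in TCF21 high-like cells and kept their side in every plate, and *CNTN6*, a contactin, stood at a log2 fold of -2.16 beside the cadherins named above. Of 27 measured migration genes 8 were higher in BNC1 high-like and 4 in TCF21 high-like cells, with *EDN3* on the first side and *CXCL12*, a chemokine that guides migrating cells, at 3.28 and *S1PR3* at 2.10 on the second. Of 21 measured muscle regulators 3 were higher in BNC1 high-like cells, the homeobox gene *MEOX1* (-1.99), *NOTCH1* (-1.16) and *ZFPM2* (-1.04), a partner of GATA4, and *HOPX* alone in TCF21 high-like cells. The median log2 folds were -0.10, -0.06 and 0.03, at the percentiles 22.3, 27.8 and 68.5 of 10000 random lists of as many genes matched on mean expression. Adhesion and migration lay at the percentiles 0.600 and 2.48 when all cells were used (-0.31 and -0.19) and at 1.63 and 0.390 without t-SNE (both -0.31), on the BNC1 high-like side, and adhesion at 0.500 over members of at least 10 CPM (-0.29). The sign turned for adhesion without plate 3 (0.19, percentile 96.2) and for both with trimmed means (0.03 at the percentile 57.1 and 0.08 at 77.4), and for muscle regulators over members of at least 10 CPM (-0.19, percentile 3.75), with all cells (-0.03, 50.4) and with clusters from all genes (-0.04, 46.5). These lists were drawn up before the data were examined and are not the GO terms of the paper, and genes of a list can vary together, which random lists do not share. Leaving out each plate in turn, the log2 fold of *MEOX1* ranged from -3.26 to 1.36, and that of *ZFPM2* was -0.30 and of *CNTN6* -3.85 without plate 3, of *NOTCH1* -2.15 without plate 1 and of *S1PR3* 3.35 without t-SNE.

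**Figure D3:**
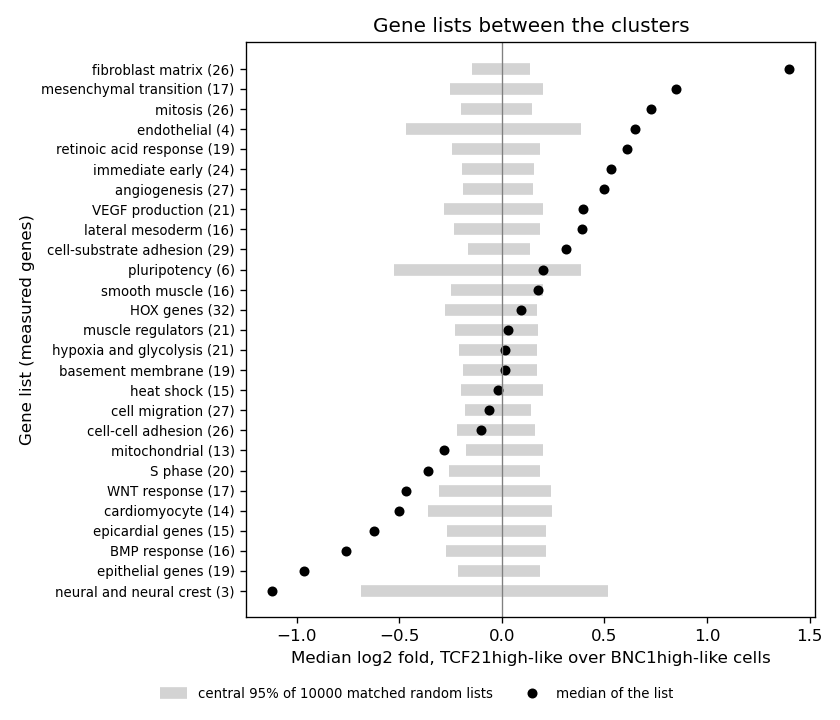
Median log2 fold of 27 gene lists, TCF21 high-like over BNC1 high-like cells, with the number of measured genes in brackets. Points are list medians and grey bars the central 95% of 10000 random lists matched on expression, and fibroblast matrix, at 1.40, lies farthest to the right.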

The *BNC1*^high^ population expressed more genes involved in muscle differentiation, migration and cell-cell interaction. In contrast, the *TCF21*^high^ was characterised by adhesion with the term ‘cell-substrate adhesion’ showing high significance and high specificity to this population. Moreover, Fig. 4 and Fig. S4 revealed an angiogenic activity restricted to the *TCF21*^high^ cells. In particular the GO term ‘blood vessel morphogenesis’ showed high significance, the highest z-score, with genes highly specific to *TCF21*^high^ population (Fig. 4). Furthermore, a large number of genes involved in VEGF production were expressed specifically in the *TCF21*^high^ population (Fig. S4).

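Integrin and focal adhesion genes were on balance higher in TCF21 high-like cells. Of 29 measured genes of the list of cell-substrate adhesion, 8 were at least 2-fold higher in TCF21 high-like cells and kept that side in every plate, among them *ITGA8*, *THBS1*, *FN1* and *THY1*, and 3 were higher in BNC1 high-like cells. The list's median log2 fold was 0.31 (0.08 to 0.48 in the single plates), at the percentile 99.99 of the random lists. It was 0.19 with all cells (percentile 99.65) and 0.50 without plate 3 (100). The 4 genes named are also markers the paper chose on these cells.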

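Genes of blood vessel growth were on balance higher in TCF21 high-like cells too. Of 27 measured genes of the list of angiogenesis, 9 were at least 2-fold higher in TCF21 high-like cells and 1, *NOTCH1*, in BNC1 high-like cells, each on the same side in every plate. *TGFBI* averaged 1133 CPM in TCF21 high-like and 91.4 CPM in BNC1 high-like cells, and *CXCL12* 61.2 and 5.40 CPM, with log2 folds of 1.59, 4.35 and 6.29 in plates 1, 2 and 3. The median of the list was 0.50 (0.13 to 0.74 in the single plates), at the percentile 100 of the random lists. With members of at least 10 CPM alone it was 0.08, at the percentile 85.7. It was 0.28 without plate 1, 0.31 without plate 3, 0.20 with clusters made from all genes and 0.23 with trimmed means. *TGFBI* is also a marker the paper chose on these cells, so its side is not independent evidence. The list of endothelial genes, with only 4 of 13 genes measured, had a median of 0.65 (percentile 99.74). Of these, 1 was higher in TCF21 high-like cells and 3 in neither.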

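The list of genes that regulate VEGF production held few genes that differed strongly between the clusters. Of 21 measured genes 4 were at least 2-fold higher in TCF21 high-like cells and 2 in BNC1 high-like cells, each on the same side in every plate. *CYP1B1*, a cytochrome P450, stood at a log2 fold of 2.27 (0.68 to 3.54 in the single plates) and *SULF1*, a heparan sulphatase, at -2.26 (-2.96 to -1.53), with 1.49 for *CYP1B1* when clusters were made from all genes and -1.42 for *SULF1* without plate 1. The interleukin gene *IL1A* averaged 7.01 CPM in TCF21 high-like cells, from 7 of 74 cells with reads, and had none in 130 BNC1 high-like cells, and *IL1B* was found in 3 of 70 and 1 of 132 cells. The median of the list was 0.39 (-0.07 to 0.40 in the single plates), at the percentile 99.98 of the random lists. It was 0.18 without plate 3 (percentile 91.0), 0.13 with all cells (92.9), 0.20 over members of at least 10 CPM (94.5), 0.06 with clusters made from all genes (82.5) and 0.09 with trimmed means (74.0).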

**Fig. 4.**
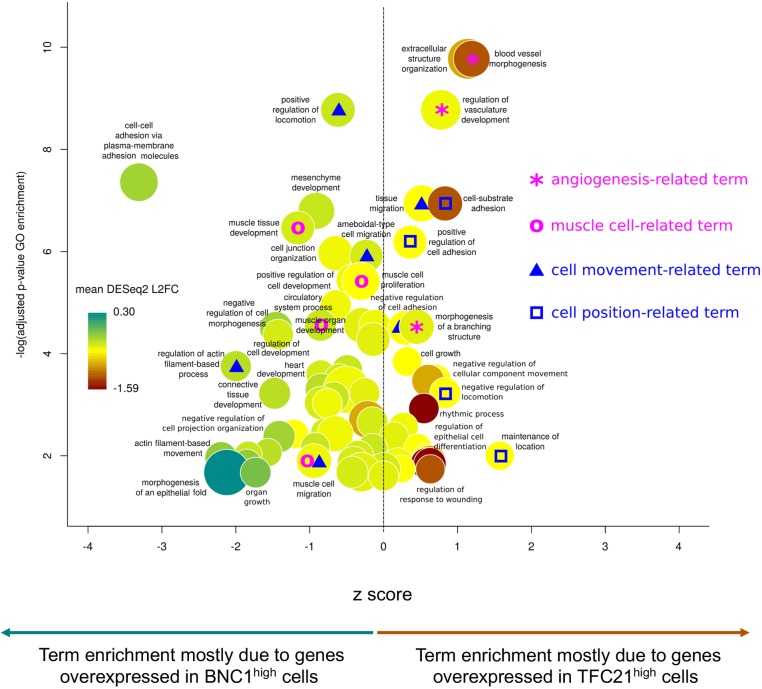
**Predicted tissue and cellular specificities of BNC1^high^ and TCF21^high^ cells.** Results of gene ontology over-representation and gene expression differential analyses. Each bubble represents an over-represented GO term, the disk size being proportional to the enrichment. The *y*-axis presents the significance of the enrichment and the *x*-axis indicates if the term enrichment is mostly due to genes over-expressed in BNC1^high^ cells (negative z-scores) or in TCF21^high^ cells (positive z-scores). Bubble colours show the mean difference of expression, for all the genes annotated by the GO term, between BNC1^high^ cells (turquoise) and TCF21^high^ cells (red).

### THY1 is a membrane marker of the *TCF21*^high^ population enriched in CF potential

In order to separate the two populations, we searched for specific membrane-associated proteins and cell surface receptors. *THY1* was was expressed at a level 13 times higher in *TCF21*^high^ than in *BNC1*^high^ cells. 

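*THY1*, a glycolipid-anchored surface protein of fibroblasts (chromosome 11, 119415476 to 119424985), averaged 289 CPM in TCF21 high-like and 33.2 CPM in BNC1 high-like cells, a log2 fold of 3.08 or 8.47-fold. The log2 fold was 4.53, 2.83 and 1.64 in plates 1, 2 and 3. *THY1* was found in 47 of 70 TCF21 high-like cells (67.1%, 54.9 to 77.9%) and in 42 of 132 BNC1 high-like cells (31.8%, 24.0 to 40.5%). Its reads summed to 27181 (26859 to 27506) in the first and to 5996 (5845 to 6150) in the second. Without plate 3 the log2 fold was 4.17.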

(Table 1). Immunofluorescence confirmed that the distribution of the protein THY1 was indeed negatively correlated with WT1 in our system (Fig. 5A) and to WT1 and BNC1 in primary human foetal epicardial explants (Fig. 5B,C). As THY1 had not been reported before in the epicardium, we validated its expression on cryosections of human embryonic hearts at 8 weeks pc. Immunofluorescence confirmed a heterogeneous expression of THY1 in the human developing epicardium (Fig. 5D). We used an anti-THY1 antibody to magnetically separate the two epicardial populations from constitutive GFP-expressing (GFP^+^) hPSC-epi and analyse their capacity to respond to differentiation signals. To analyse the developmental potential of each population under normal conditions, we mixed each fraction with non-fractionated GFP-negative (GFP^−^) hPSC-epi cells in equal proportions and recorded the exact percentage of GFP^+^ cells at day (D) 0 by flow cytometry. The two mixes made of [unfractionated GFP^−^ hPSC-epi and GFP^+^ THY1^+^ hPSC-epi] or [GFP^−^ hPSC-epi and GFP^+^ THY1^−^ hPSC-epi] were separately cultured in differentiation medium for SMCs and CFs. The SMC and CF differentiation media, established previously (Iyer et al., 2015), were made of chemically defined medium (CDM) supplemented with TGFβ and PDGF−BB or VEGFB and FGF2, respectively. When subjected to SMC differentiation, the proportion of GFP^+^ cells remained unchanged with both THY1 fractions (Fig. 6Aa, *n*=5). We stained the cells for two well-characterised markers of the SMC lineage, calponin (CNN) and transgelin (TAGLN) (Fig. 6Ab). Amongst the GFP^+^ cells, we quantified, in four experiments, the percentage of cells positive for these SMC markers and found a similar percentage for THY1^+^ and THY1^−^ origin, indicating they all differentiated well into SMCs (Fig. 6B).

**Fig. 5.**
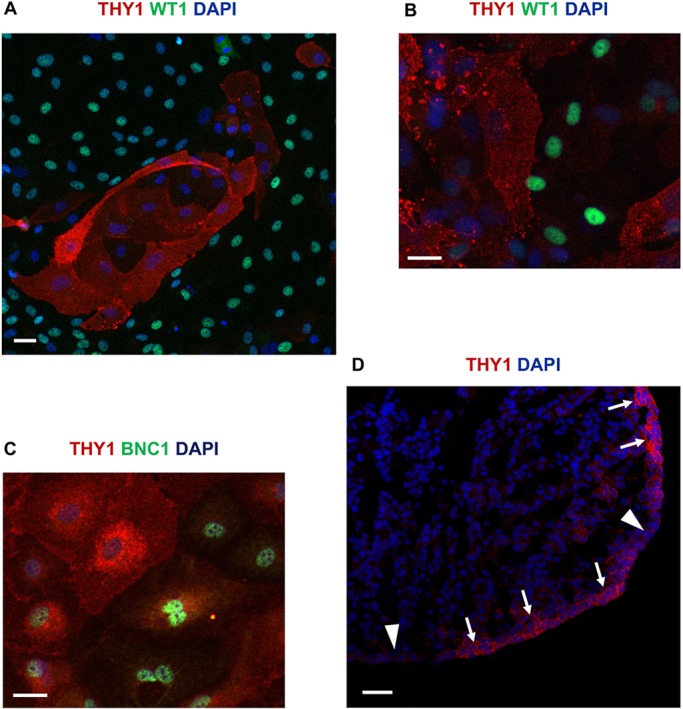
**THY1 expression in epicardium.** (A) Immunofluorescence double labelling for THY1 and WT1 in hPSC-epi. (B,C) Immunofluorescence double labelling in an epicardial explant from an 8 week pc human embryo for THY1 and WT1 (B) or THY1 and BNC1 (C). (D) THY1 immunofluorescence staining on a cryosection of a human heart at 8 weeks pc. The regions of high or low expression of THY1 are indicated by arrows or arrowheads, respectively. Scale bars: 40 μm (A); 20 μm (B,C); 50 μm (D).

**Fig. 6.**
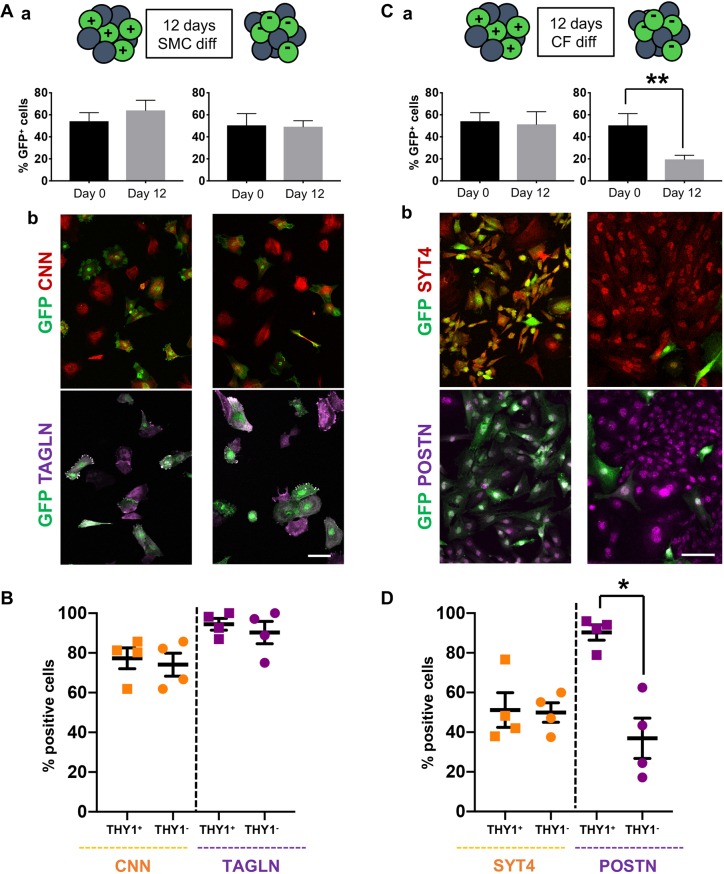
**The THY1^+^ population retains CF potential.** THY1-positive (THY1^+^) and THY1-negative (THY1^−^) cells were magnetically separated from GFP-positive (GFP^+^) hPSC-epi and mixed with regular GFP-negative hPSC-epi in known proportions measured by flow cytometry. (A) After 12 days of differentiation in SMC medium, the cultures were analysed by flow cytometry to establish the percentage of GFP-positive cells still present (Aa, *n*=5) and stained for CNN and TAGLN to confirm the differentiation (Ab). (B) The percentage of CNN^+^ or TAGLN^+^ cells present in the GFP^+^ fraction were quantified in four experiments (an average of 31 and 40 GFP^+^ cells from THY1^+^ and THY1^−^ origin, respectively, were counted in each CNN experiment; an average of 33 and 45 GFP^+^ cells from THY1^+^ and THY1^−^ origin, respectively, were counted in each TAGLN experiment). (C) After 12 days of differentiation in CF medium, the cultures were analysed by flow cytometry to establish the percentage of GFP-positive cells still present (Ca, *n*=5; ratio paired *t*-test performed in Prism 7 from GraphPad) and immunostained for SYT4 and POSTN (Cb). (D) The percentage of SYT4^+^ or POSTN^+^ cells amongst the GFP^+^ population was quantified (*n*=4 and ratio paired *t*-test performed in Prism 7 from GraphPad; an average of 215 and 67 GFP^+^ cells from THY1^+^ and THY1^−^ origin, respectively, were counted in each SYT4 experiment; an average of 2125 and 442 GFP^+^ cells from THY1^+^ and THY1^−^ origin, respectively, were counted in each POSTN experiment). All error bars represent s.e.m. Scale bars: 130 µm (Ab); 80 µm (Cb).

In the CF differentiation medium, the proportion of GFP^+^ cells remained unchanged in the culture containing the THY1^+^ population but was reduced by more than half (19.5% versus 50%) in the condition containing the THY1^−^ population (Fig. 6Ca, *n*=5). We concluded that the THY1^−^ hPSC-epi cells did not survive well in response to FGF2 and VEGFB. Reviewing the molecular signature of THY1^+^ and THY1^−^ populations, which coincided with the TCF21^+^ and TCF21^−^ cells, respectively, we noted that NRP1, one of the receptors for VEGFB, is mostly expressed in the THY1^+^ fraction (see Table 1), which could give an advantage to THY1^+^ cells over THY1^−^ in CF conditions.

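Between the clusters, *NRP1*, which binds semaphorins as well as VEGF (chromosome 10, 33177492 to 33336262), averaged 151 CPM in TCF21 high-like and 43.0 CPM in BNC1 high-like cells, a log2 fold of 1.79 (1.65 to 1.94 in the single plates, 1.41 to 2.20 leaving out each plate in turn). *NRP1* was found in 64 of 74 TCF21 high-like cells (86.5%, 76.6 to 93.3%) and in 72 of 130 BNC1 high-like cells (55.4%, 46.4 to 64.1%). The sorted THY1+ and THY1- fractions themselves were not analysed here.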

Furthermore, we immunostained the cultures for synaptotagmin 4 (SYT4) and periostin (POSTN) (Fig. 6Cb). SYT4 has been identified in our *in vitro* differentiation system as upregulated in the hPSC-epi-CF compared with the hPSC-epi or hPSC-epi-SMC (Fig. S5). POSTN is a well-established marker of CF. To assess whether the surviving GFP^+^ hPSC-epi cells coming from the THY1^−^ origin could acquire a CF signature, we quantified, amongst the GFP^+^ cells, the percentage of SYT4- or POSTN-positive cells. There were equivalent numbers of SYT4^+^ regardless of THY1 status (Fig. 6D, *n*=4). However, only 37% of the GFP^+^ cells expressed POSTN with a THY1^−^ origin compared with 90% with a THY1^+^ origin (Fig. 6D, *n*=4). Thus, those Thy1^−^ cells that do survive CF conditions respond poorly to the FGF2+VEGFB stimulus to turn into CF. As only 40% of the THY1^−^ cells survived under CF differentiation conditions and only 37% of the survivors expressed POSTN, in total only 15% of the THY1^−^ isolated cells acquired a CF identity versus 90% for THY1^+^. Given that we used positive selection to isolate the TCF21/THY1^high^ population, it is likely that a number of TCF21/THY1^low^ cells will have been present in the so-called THY1^−^ fraction; we hypothesise that the CF cells generated from the THY1^−^ fraction originated in fact from those TCF21/THY1^low^ cells. Regardless, we can conclude that the THY1^+^ hPSC-epi cells had a higher propensity (at least six times higher with the current data) to become CFs than the THY1^−^ fraction.

### A core epicardial transcriptional network is coordinated by BNC1, TCF21 and WT1

Network inference methods applied to our system positioned BNC1 as a master regulator, sitting on top of an epicardial regulatory network. To understand better the implications of BNC1, TCF21 and WT1 in the regulation of the epicardial development and function, we inferred a directed transcriptional regulatory network using a combination of methods, context likelihood of relatedness (CLR) and gene network inference with ensemble of trees (GENIE3), as described in the Materials and Methods. The variation in the system was generated by using the bulk sequencing transcriptomic data from different stages of cell development including SMC differentiated from hPSC-derived lateral plate mesoderm (pre-epicardial stage in our system), hPSC-epi, hPSC-epi-CF and hPSC-epi-SMC. We retained the top 100 predicted functional interactions between any transcription factor and each of BNC1, TCF21 and WT1. BNC1 and TCF21 shared three interactors, BNC1 and WT1 shared 17 interactors, and WT1 and TCF21 shared 21 interactors. Eleven transcription factors are interacting with the three baits. The top 100 influences involving *TCF21* showed a balanced picture with 48 influences originating from *TCF21*, and 52 targeting *TCF21*, many influences being bidirectional. The image was similar for WT1. By contrast, 68% of influences involving *BNC1* originated from this gene (Fig. 7, Table 2, Table S4), the imbalance being even more striking in the 50 strongest interactions, where only nine influences targeted *BNC1*. These findings suggest that BNC1 may be a master regulator of epicardial function.

**Fig. 7.**
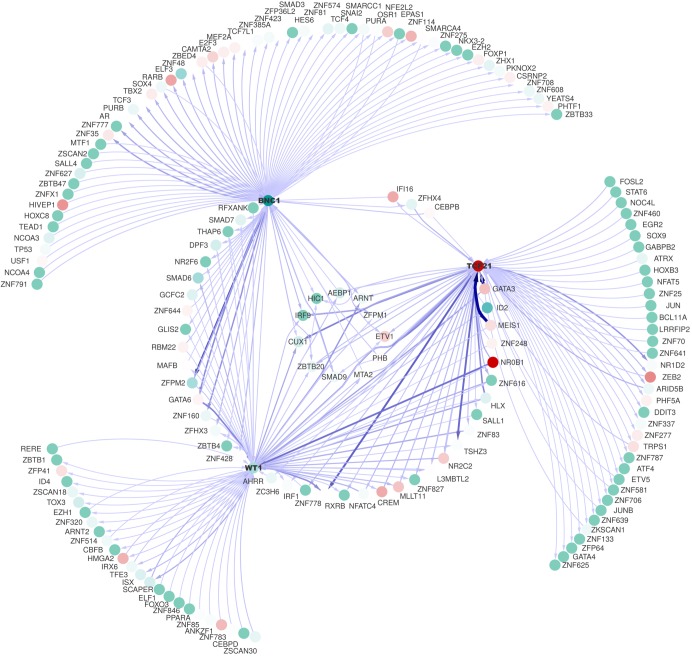
**Core epicardial transcriptional network coordinated by BNC1, TCF21 and WT1.** The network is built using the 100 strongest inferred influences between any of BNC1, TCF21 and WT1 and other transcription factors. The central nodes interact with all three baits, the nodes on the middle circle interact with two of our baits whereas the nodes on the external circle only interact with one bait. Node colours represent the relative expression of the transcription factor in the two populations, turquoise for BNC1^high^ and red for TCF21^high^. The thickness and density of the edges reflect the likelihood of the inferences. Note that because the network is directed, some pairs of nodes are linked by two edges going in opposite directions, although in most cases only one edge passed our threshold.

**Table 2.**
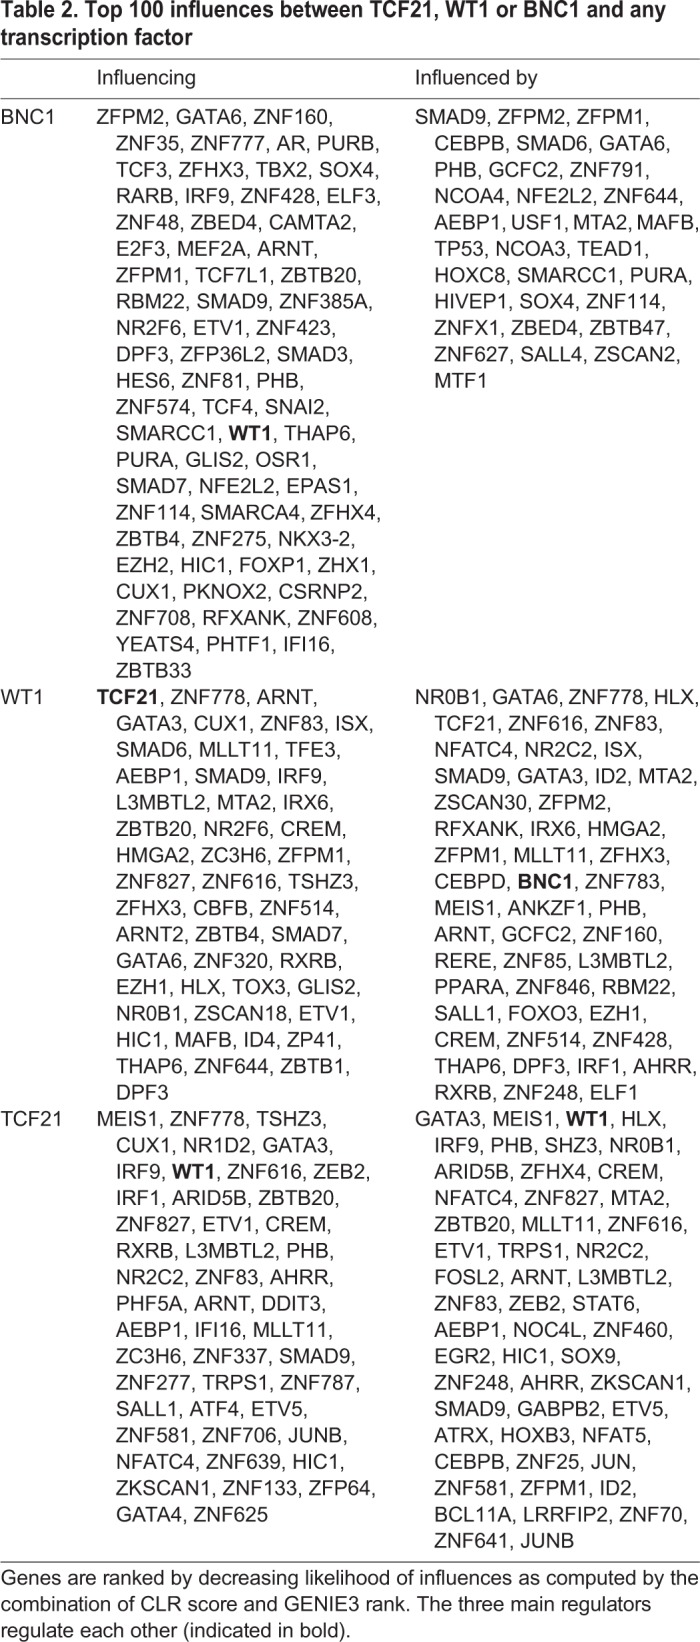
**Top 100 influences between TCF21, WT1 or BNC1 and any transcription factor**

### BNC1 is necessary for epicardial heterogeneity

To investigate the function of BNC1 in hPSC-epi, we generated hPSCs that were genetically modified with tetracycline (TET)-inducible shRNA for *BNC1* knockdown. The cells were treated with TET from the last day of the lateral plate mesoderm stage and during the entire differentiation to hPSC-epi. qPCR, western blotting and immunofluorescence showed robust *BNC1* silencing under TET treatment (more than 90% by RT-PCR) (Fig. 8A).

**Fig. 8.**
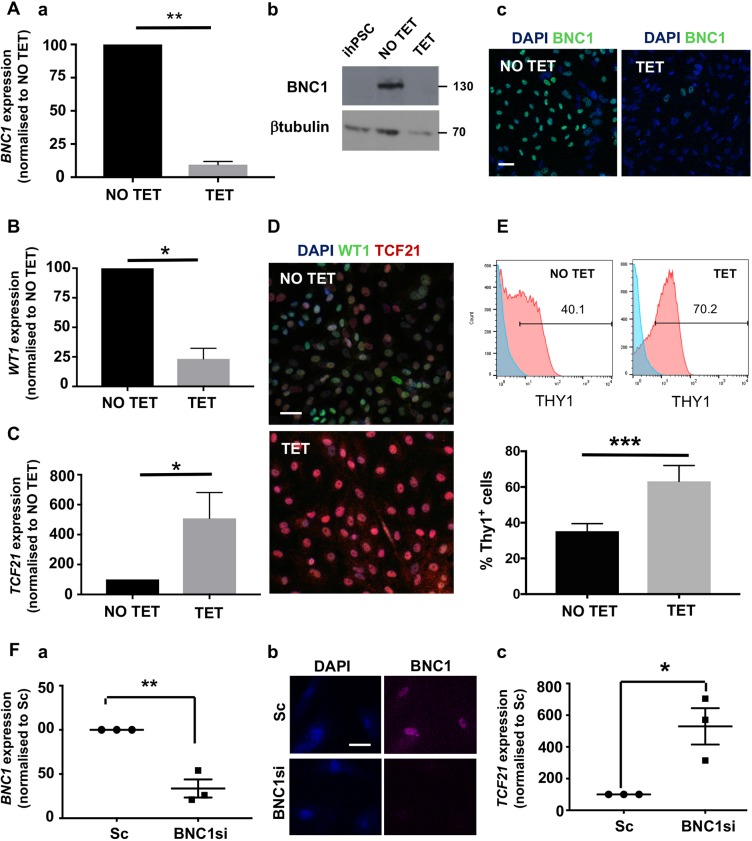
**BNC1 function in developing epicardial cells.** (A) hPSC-epi developed from TET-inducible knockdown hPSC showed more than 90% reduction in *BNC1* RNA under the TET condition (Aa) and 98% reduction at the protein level by western blot (Ab) as also visualised by immunofluorescence (Ac) (*n*=5). (B,C) These cells showed more than 75% reduction of *WT1* RNA (B) and a 5-fold increase in *TCF21* RNA (C). (D,E) When BNC1 is silenced during its development, the hPSC-epi is enriched in the TCF21^high^ population as revealed by double immunofluorescence WT1/TCF21 (D) and THY1 flow cytometry analysis [E; histograms of a representative experiment (top) and recapitulative graph (bottom) of *n*=5; brackets indicate the percentage of positive cells]. (F) BNC1 silencing can be achieved in human foetal primary epicardium using siRNA as shown by RT-PCR (Fa) and immunofluorescence (Fb). The knockdown of BNC1 in human foetal primary epicardium leads to a greater than 5-fold increase in *TCF21* RNA (Fc) (*n*=3). The RT-PCR data shown in Aa, B, C, Fa and Fc were obtained by the quantitative relative standard curve protocol as described in Materials and Methods. RNA measurements were normalised to housekeeper genes porphobilinogen deaminase (*PBGD*) or *GAPDH*. Statistics were performed with Prism 7 from GraphPad with a ratio paired *t*-test. Error bars represent s.e.m. *P<0.05, **P<0.01, ***P<0.001. Scale bars: 40 μm (Ac,D); 20 μm (Fb).

We measured the expression of *WT1* and *TCF21*. *WT1* was downregulated 4-fold (Fig. 8B) whereas *TCF21* was upregulated 6-fold (Fig. 8C) when hPSC-epi was differentiated under a low level of BNC1. Double immunostaining against TCF21 and WT1 confirmed that the low-BNC1 hPSC-epi contained a majority of TCF21^high^ cells (Fig. 8D). As expected, there was also a significant increase in THY1^+^ cell proportions (from 35% to 63%) (Fig. 8E).

We also tested the effect of *BNC1* knockdown in human foetal samples by transfecting primary epicardial cultures derived from foetuses over 10 weeks with small interfering (si) RNA. In line with the results obtained in the hPSC-epi, the silencing of *BNC1* induced a significant (*P*=0.02) 5-fold increase in *TCF21* expression (Fig. 8F).

In conclusion, in the absence of BNC1, the hPSC-epi behaves as a TCF21^high^ population. Therefore, by suppressing the expression of a single transcription factor, we have modified the cell heterogeneity of the hPSC-epi. Thus, we are able to generate a pure TCF21^high^ epicardial population, without requiring sorting methods, as an important step to generating fine-tuned subpopulations of epicardial cells with more specific biological activities.

## DISCUSSION

We have defined the extent of molecular and functional heterogeneity in developing human epicardium by single cell analysis of an hPSC-epi model and validated our findings in human foetal epicardium. We first showed that high levels of expression of TCF21 and WT1 were mutually exclusive. We then identified the transcription factor BNC1 and the membrane protein THY1 as markers of the TCF21^low^ and TCF21^high^ populations, respectively. We discovered that only the TCF21^high^ population can generate CFs. Using a BNC1 knockdown cell model, we demonstrated that BNC1 is essential for the presence of the TCF21^low^ population and required for cellular heterogeneity. Transcriptomics-based network inference predicted the 100 transcription factors most likely to interact with WT1, TCF21 and BNC1, providing several other candidates for the regulation of epicardial function.

BNC1 is a zinc-finger protein and consequently a putative transcription factor but its target genes are still unknown. It is mostly expressed in the basal layers of epidermis, hair follicles and corneal epithelium where it is important for the proliferation of keratinocytes (Zhang and Tseng, 2007). It is abundant in the ovary and testis where it is involved in regulating the proliferation and survival of germ cells (Zhang et al., 2012). It was found expressed in the adult epicardium of the mouse and is downregulated after myocardium injury (Bochmann et al., 2010). We identified for the first time its expression in epicardium during human heart development. Our data suggest that it is an upstream regulator of a transcriptional hierarchy regulating cell identity in the developing epicardium.

Previous studies on epicardium have suggested cellular heterogeneity based on its multifunctionality (reviewed by Simões and Riley, 2018). Yutzey and colleagues demonstrated WT1 and TCF21 heterogeneity of expression by immunocytochemistry on mouse and chick developing heart sections (Braitsch et al., 2012). The Tallquist group have described functional subsets of epicardium based on PDGFRα or PDGFRβ expression, which respectively give rise to CFs or coronary SMCs (Smith et al., 2011). However, the extent of heterogeneity at the single cell level and the molecular regulation of this heterogeneity remain unclear.

Several recent studies have investigated cellular heterogeneity within the heart by scRNA-seq. However, none of these studies was performed with human samples but with mouse and as the entire heart was analysed, the epicardial fraction was usually too small to be adequately studied (DeLaughter et al., 2016; Skelly et al., 2018; Cui et al., 2019). Only two studies, so far, focussed primarily on the epicardium but both were carried out in zebrafish (Cao et al., 2016; Weinberger et al., 2018) with Cao et al. focussing only on TCF21^+^ cells. However, our TCF21^high^ and BNC1^high^ subpopulations seem to be present in Weinberger's data, with our BNC1^high^ cells possibly corresponding to their SEMA3E/PODXL population.

The hPSC-epi system presents the key advantages of *in vitro* systems, particularly advantageous to the study of human biology, such as accessibility for perturbation and analysis, unlimited number of cells, traceability and quality control. However, it is essential to validate the hPSC-epi cells in terms of ability to model events *in vivo*. Comparison between BNC1^high^ and TCF21^high^ in differentiation media showed that only TCF21^high^ cells were able to survive in CF medium whereas both could in SMC conditions. These data are consistent with studies in the mouse by the Tallquist group, which identified TCF21 expression as necessary for differentiation into CFs (Acharya et al., 2012). Our *in vitro* system was further validated by their previously mentioned findings, in which PDGFRα was necessary for CF (Smith et al., 2011) and PDGFRβ for SMC (Mellgren et al., 2008) development. Similarly, in the hPSC-epi, only the TCF21^high^ cells expressed PDGFRA whereas PDGFRB expression was detected in both populations.

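*PDGFRA*, the receptor that cardiac fibroblasts depend on (chromosome 4, 54229280 to 54298245), averaged 114 CPM in TCF21 high-like and 14.3 CPM in BNC1 high-like cells, a log2 fold of 2.91 (2.65 to 3.17 in the single plates, 2.42 to 3.18 leaving out each plate in turn). *PDGFRA* reads were found in 58 of 74 TCF21 high-like cells (78.4%, 67.3 to 87.1%) and in 38 of 130 BNC1 high-like cells (29.2%, 21.6 to 37.9%). *PDGFRB*, its paralogue on chromosome 5 from 150113839 to 150155872, averaged 56.7 and 49.9 CPM, a log2 fold of 0.18 (-0.56 to 0.54 in the single plates). *PDGFRB* was found in 58 of 74 TCF21 high-like cells and in 77.7% of BNC1 high-like cells (69.6 to 84.5%).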

Additionally, we have used the system to make predictions about the molecular regulation of epicardial functions, which require further validation. We predicted BNC1 to be a potential master regulator of cell heterogeneity, influencing TCF21 expression and the percentage of cells in the TCF21^high^/THY1^+^ population. We first validated this discovery in primary foetal epicardial cells by downregulating BNC1 with siRNA and measuring the effect on TCF21 expression and the percentage of THY1^+^ cells. Analogous studies *in vivo* using BNC1 gene knockout models in the mouse would further validate the *in vitro* findings presented here.

A powerful application of our hPSC-epi subpopulations may be cell therapy for cardiac repair. Winter and colleagues showed in 2007 that injecting human adult EPDCs generated from an atrial biopsy, into mouse infarcted myocardium, improved heart recovery (Winter et al., 2007). We recently showed that hPSC-epi cells increased cardiac graft size, maturity, vascularisation and cardiac function when added to hPSC-derived cardiomyocytes as combination therapy (Bargehr et al., 2019). Primary human EPDCs from foetal and adult origin display different activation states, which may explain a more rapid foetal EPDC response to environmental cues (Moerkamp et al., 2016). Unlike adult cells, foetal cells progressed through EMT faster, even in the absence of TGFβ signalling, and foetal epithelial EPDCs already had a mesenchymal signature, predisposing them to undergo EMT. Our hPSC-epi also possess a mesenchymal signature (TCF21, THY1, FN1, VIM) and are predictably closer to foetal than adult epicardium (Patterson et al., 2012; DeLaughter et al., 2016; Moerkamp et al., 2016), which may explain why they outperformed adult primary mesenchymal stem cells in engineered heart tissues (Bargehr et al., 2019).

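*VIM*, the intermediate filament of mesenchymal cells, was found in all 70 TCF21 high-like and all 132 BNC1 high-like cells, at 2010 and 960 CPM, a log2 fold of 1.07 (0.83 to 1.66 in the single plates). Of 17 measured genes of the list of mesenchymal transition, 5 were at least 2-fold higher in TCF21 high-like cells and 1 in BNC1 high-like cells, with the side kept in every plate. The transcription factor *SNAI1*, a repressor of *CDH1*, stood at a log2 fold of 1.68, *TWIST1* at 1.15 and the TGFβ co-receptor *TGFBR3* at 1.55, each on 1 side in all plates, with *TWIST1* at 0.58 without plate 1 and 1.83 without plate 3, and *TGFBR3* at 2.41 without plate 2. The median of the list was 0.85, at the percentile 100 of the random lists. Of 26 measured genes of fibroblast matrix 15 were higher in TCF21 high-like and 1 in BNC1 high-like cells, with a median of 1.40 (1.00 to 1.41 in the single plates), at the percentile 100. *SNAI1* was found in 22 of 70 TCF21 high-like cells and in 16 of 132 BNC1 high-like cells. *TGFBR3* is also a marker the paper chose on these cells.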

Although cell therapy using hPSC-epi may be beneficial post-myocardial infarction, there is the risk of generating excessive CFs, with subsequent fibrosis leading to ventricular diastolic dysfunction. Consequently, it may be advantageous to separate the cells producing CFs from those producing SMCs. Our work opens the door to this approach by separating the TCF21^high^ from the BNC1^high^ populations. Because THY1 was identified as a membrane marker of the TCF21^high^ cells, we sorted them magnetically using an anti-THY1 antibody. HPSC-epi also generated a restricted TCF21^high^ population following BNC1 knockdown. However, TCF21^high^-derived CFs may have fibrotic potential as well as the possibility of producing deleterious factors such as DKK1 or fibronectin (Wo et al., 2016; Valiente-Alandi et al., 2018). Consequently, the BNC1^high^ population may be more attractive for cell therapy as these cells do not produce CFs, but do express promising factors previously noted for their beneficial properties on cardiomyocytes such as nephronectin (Patra et al., 2012) and milk fat globule-EGF factor 8 (Deng et al., 2017). It will be interesting in future studies to knock down TCF21 to see if we promote the SMC pathway, avoiding a CF fate and potentially deleterious secreted factors. However, the situation with hPSC-epi subpopulations may not be that simple. For example, fibronectin has been reported to have positive or negative effects depending on the context (Wang et al., 2013). Moreover, loss of TCF21 leads to abnormal EPDCs (Braitsch et al., 2012). Furthermore, our bioinformatics analysis suggested that the angiogenic potential of the epicardium resides in the TCF21^high^ population. So instead of using a pure BNC1^high^ hPSC-epi population for cell therapy following myocardial infarction, it may be preferable to engineer a BNC1^high^-enriched population but with attenuated rather than absent CF potential.

Our work has shown that using the hPSC-epi in association with next-generation single cell sequencing methods is a powerful platform to investigate human epicardial heterogeneity and function. To facilitate further analyses, we have developed a publicly available web application, which can display the expression of any gene found expressed in the hPSC-epi overlaid onto a colour-coded tSNE or PCA plot. This tool enables us to determine whether a gene is expressed in the hPSC-epi and whether it is correlated with the expression of other key epicardial genes and will be of significant value to the field.

The next steps will include refining the biological properties of the hPSC-epi subpopulations and extending the investigations of the different pathways identified in this study into *in vivo* systems. The potential of each subpopulation for cardiac repair should also be investigated in animal models of myocardial infarction.

## MATERIALS AND METHODS

### Tissue culture

#### hPSC-derived cells

hPSCs (H9 line, Wicell) were maintained as previously described (Iyer et al., 2015) and tested every 2 months for *Mycoplasma* contamination. hPSC differentiation was performed in CDM-PVA [Iscove's modified Dulbecco's medium (Gibco) plus Ham's F12 NUT-MIX (Gibco) medium in a 1:1 ratio, supplemented with Glutamax-I, chemically defined lipid concentrate (Life Technologies), transferrin (15 μg/ml, Roche Diagnostics), insulin (7 μg/ml, Roche Diagnostics), monothioglycerol (450 μM, Sigma-Aldrich) and polyvinyl alcohol (PVA, 1 mg/ml, Sigma-Aldrich)] on gelatin-coated plates. The cells were first differentiated into early mesoderm with FGF2 (20 ng/ml), LY294002 (10 μM, Sigma-Aldrich) and BMP4 (10 ng/ml, R&D Systems) for 36 h. Then, they were treated with FGF2 (20 ng/ml) and BMP4 (50 ng/ml) for 3.5 days to generate lateral plate mesoderm. The differentiation of lateral plate mesoderm into epicardium (hPSC-epi) was induced by exposure to Wnt3A (25 ng/ml, R&D Systems), BMP4 (50 ng/ml) and retinoic acid (4 μM, Sigma-Aldrich) for 8 to 10 days after dissociation and re-plating of the lateral plate mesoderm cells at a density of 24,000 cells per cm^2^.

Magnetic separation of the THY1^+^ and THY1^−^ hPSC-epi cells was performed using mouse anti-THY1 antibody clone 5E10 (14-0909-82, Thermo Fisher Scientific; 1/100), biotinylated horse anti-mouse IgG antibody (BA-2000, Vector Laboratories; 1/500) and MACS Streptavidin MicroBeads from Miltenyi Biotec following their instructions.

hPSC-epi-SMC and hPSC-epi-CF were derived from hPSC-epi following Iyer et al. (2015). Briefly, after splitting, the hPSC-epi cells were cultured for 12 days in CDM-PVA supplemented with PDGF-BB (10 ng/ml, Peprotech) and TGFβ1 (2 ng/ml, Peprotech) to obtain hPSC-epi-SMC and with VEGFB (50 ng/ml, Peprotech) and FGF2 (50 ng/ml) to obtain hPSC-epi-CF.

#### Primary human cultures

Human embryonic and foetal tissues were obtained following therapeutic pregnancy interruptions performed at Cambridge University Hospitals NHS Foundation Trust with ethical approval (East of England Research Ethics Committee) and informed consent in all instances.

For embryonic epicardial explants, 8-week pc embryonic hearts were harvested and set up under coverslip on gelatin-coated plates (0.1% gelatin for 20 min at room temperature (RT), followed by advanced DMEM F12+10% foetal bovine serum for storage at 37°C) and primary epicardium medium [1:1 mixture of Dulbecco's modified Eagle's medium (DMEM, Sigma-Aldrich) and Medium 199 (M199, Sigma-Aldrich) containing 100 U/ml penicillin, 100 μg/ml streptomycin, 10% heat-inactivated foetal bovine serum (Sigma-Aldrich)]. After a few days, when epicardial cells had started to explant, SB-435142 (Sigma-Aldrich), 10 µM final concentration, was added to the medium.

For primary foetal epicardial cultures, the heart was removed from foetuses over 10 weeks pc. Several patches of the epicardial layer were peeled off with fine dissecting tweezers and set up to grow in a gelatin-coated 12-well tissue culture plate in primary epicardial medium. After 5 days in a humidified incubator at 37°C and 5% CO2, the growing cells were dissociated with TrypLE Express Enzyme (Life Technologies) and re-plated in primary epicardial medium supplemented with SB-435142 10 μM final concentration. Cells were maintained in the same conditions and passaged 1:2 when confluent.

For primary human foetal fibroblasts, the foetal hearts were harvested at 8-9 weeks pc, cut into small pieces and digested with collagenase (collagenase IV, Life Technologies, 17104019) at 0.25% in Dulbecco's PBS (DPBS; Thermo Fisher Scientific), for 30 min at 37°C with occasional re-suspension. Digested tissues were pushed through a 40 µm cell strainer, washed twice in DPBS and then incubated a further 10 min at 37°C in TrypLE Express Enzyme to obtain a cell suspension. Cells were seeded at 1.2×10^7^ cells per 75 cm^2^ on gelatin-coated plates in DMEM (Sigma-Aldrich) supplemented with 10% foetal calf serum (Sigma-Aldrich)+1 ng/ml FGF2 for 20 min at 37°C. At that stage, only fibroblasts had time to adhere. The medium was refreshed in order to remove all the other cell types.

### RNA sequencing

#### Single cell sequencing

Single cells were sorted by flow cytometry into individual wells of a 96-well plate containing lysis buffer [0.2% (v/v) Triton X-100 and 2 U/μl SUPERaseIn RNase Inhibitor (Invitrogen)] and stored at −80°C. Single cell libraries for RNA sequencing were prepared using the Smart-seq2 protocol (Picelli et al., 2014), whereby 21 cycles were used for the cDNA library pre-amplification. The Illumina Nextera XT DNA sample preparation kit and Index Kit (Illumina) were used for cDNA tagmentation and indexing. Library size and quality were checked using an Agilent High-Sensitivity DNA chip with Agilent Bioanalyser (Agilent Technologies). The pooled libraries of 96 cells were sequenced at the Babraham Institute sequencing facility on an Illumina HiSeq2500 at 100 bp per read. We used one lane per plate, resulting in 250,000 to 5,800,000 reads per sample. The quality of the raw data were assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for common issues including low quality of base calling, presence of adaptors among the sequenced reads or any other over-represented sequences, and abnormal per base nucleotide percentage. FASTQ files were mapped to the *Homo sapiens* genome GRCh38 using HISAT2 (Kim et al., 2015). We removed the 22 samples (over 384) for which either most of the reads (above 97%) were mapped to the ERCC spike-in, probably representing empty wells, without cells, or for which less than 80% of reads were in genes, or for which less than 2% genes were detected. This represented 2-13 samples per 96-well plate. Of the remaining 362 cells, 130 were from the lateral plate mesoderm stage (hPSC-LM) and the 232 others from hPSC-epi. The data have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE122827.

Preliminary analysis using PCA showed that a few cells were isolated, far from most of their grouped siblings. Those cells had fewer reads than others and a low gene count. We therefore removed 36 cells with fewer than 500,000 reads, and expressing fewer than 7000 genes. The expression of genes was quantified using SeqMonk's RNA-Seq pipeline (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Raw read counts aligned with all exons were summed for each gene.

#### Bulk sequencing

Total RNA was extracted from cultures using the RNeasy mini from Qiagen. DNA contamination was removed from the samples using the DNA-free DNA Removal Kit from Ambion (Thermo Fisher Scientific). cDNA synthesis and Illumina libraries were performed using SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian kit from Takara Bio. Unless otherwise stated, the data from bulk cultures were produced as for the single cell libraries (see above). We sequenced the 21 libraries on two lanes. The two BAM files of each samples were then merged, resulting in 10 million to 25 million reads per sample. The data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE122714.

The expression of genes was quantified with SeqMonk's RNA-Seq pipeline using a further DNA contamination correction because a sample exhibited homogeneous read coverage in introns and intergenic regions.

#### Exploration of transcriptomes

For all data analysis except differential expression, the counts were corrected for library size (counts per million reads). Genes displaying fewer than one read per million in all samples were discarded, as were genes for which expression varied by less than 2-fold across all samples. Counts were then normalised using the *rlog* function of the *DESeq2* R package (Love et al., 2014). hPCS-epi came from two different experiments, and we found a clear batch effect, whereas there was no difference between the cells coming from two different plates sequenced on different lanes. We corrected for the culture batch effect with the *combat* function or the *sva* R package.

PCA was performed using the *prcomp* function of the *stats* R package. t-SNE was carried out using the *rtsne* R package (van der Maaten, 2014). Parameters were explored systematically, and better results were obtained with a perplexity of 30, and a maximum of 2000 iterations. Varying the acceleration parameter θ between 0 and 0.5 did not change the results significantly. Clusters were defined by the partitioning around medoids algorithm using the *pam* function of the *cluster* R package.

Differential expression analyses were performed with the *DESeq2* package (Love et al., 2014). Significance was set at a *P*-value adjusted for multiple testing of 0.01. Over-representation analyses were performed using WebGestalt (Wang et al., 2017) and the non-redundant version of Gene Ontology Biological Process branch (Ashburner et al., 2000). The background for DESeq2-related enrichment was the list of all genes expressed in at least one cell. We retained all the terms with a *P*-value adjusted for multiple testing (FDR) under 0.05. The z-score for each GO term was computed as the difference between the number of genes annotated with this term upregulated in TCF21^high^ and those upregulated in in BNC1^high^ divided by the square root of their sum.

#### Network inference

Following the conclusions of the DREAM5 challenge's analysis (Marbach et al., 2012), we used a combination of methods based on different algorithms to infer regulatory networks. We combined the results of CLR (Faith et al., 2007), a mutual-information-based approach providing undirected edges, and GENIE3 (Faith et al., 2007; Huynh-Thu et al., 2010), a tree-based regression approach providing directed edges. Both methods were the best performers in their category at DREAM5. We applied the two methods to transcription factor gene expression coming from the bulk sequencing samples, using filtered CPM as described above. As CLR only provides undirected edges whereas GENIE3 provides directed ones, the results of CLR were all mirrored with an identical score on edges in both directions. Only edges with a positive score in the GENIE3 analysis were used. The intersect between edges present in CLR and GENIE3 results were then ranked according to the product of both algorithms' scores. This only retains edges that have either an extremely high score with one method, or consistent scores with both methods. Subnetworks were extracted using gene lists as seeds, retaining only the first neighbours above a threshold. Visualisation and analysis of the resulting networks was performed using Cytoscape (Shannon et al., 2003).

### Inducible knockdown (psOPTIkd)

#### Design and annealing of shRNA oligonucleotides

Oligonucleotides were designed by using the TRC sequence from Sigma-Aldrich and are shown in Table S5. Hairpin A was selected as a validating hairpin as it was demonstrated to work previously in downregulating *B2M* expression. The oligonucleotides were annealed according to the protocol supplied by Bertero et al. (2016, 2018) and then ligated into the cut psOPTIkd vector using T4 ligase for 2 h at RT. The ligation mix was transformed into alpha select competent cells (BioLine) according to the manufacturers' directions. The transformations were plated onto LB agar plates containing ampicillin before colony PCR screening of transformants.

#### Colony PCR of transformants

Transformants grown on LB agar plates were picked in the morning after plating for colony PCR. AAVsingiKD forward (CGAACGCTGACGTCATCAACC) and reverse (GGGCTATGAACTAATGACCCCG) primers were used; thermocycling conditions were as follows: 95°C for 5 min, then 35 cycles of 95°C for 30 s, 63°C for 30 s and 72°C for 1 min. These PCR reactions were run on a 1.5% agarose gel, with positive colonies running at 520 bp. Positive colonies were mini prepped (Qiagen mini prep kit, used according to manufacturers' directions) before Sanger sequencing through Source BioScience, using the protocol for strong hairpin structures. Miniprepped vectors that showed correct insertion of our shRNA sequence were selected for midiprep (Qiagen) and restriction digest with BamHI to check vector fragment size.

#### Vector digestion

Briefly, the psOPTIkd vector (kindly supplied by Ludovic Vallier laboratory, Wellcome Trust-Medical Research Council Cambridge Stem Cell Institute) was digested using restriction enzymes BglII and SalI (Thermo Fisher Scientific) in FastDigest buffer (Thermo Fisher Scientific) for 30 min at 37°C to allow insertion of different shRNA sequences against BNC1. The digested vector product was purified with the QIAquick PCR purification kit (Qiagen) and run on a 0.8% agarose gel before extraction using the QIAEX II Gel Extraction Kit (Qiagen).

#### Gene targeting by lipofection

For psOPTiKD of hPSC, AAVS1 targeting was performed by lipofection. hPSCs were transfected 24-48 h after cell passaging with 4 μg of DNA and 10 μl per well of Lipofectamine 2000 in Opti-MEM media (Gibco), according to the manufacturer's instructions. Briefly, cells were washed twice in PBS before incubation at RT for up to 45 min in 1 ml OptiMEM (Gibco). While cells were incubated in OptiMEM, DNA-OptiMEM mixtures were prepared. Mix 1 comprised 4 μg DNA (equally divided between the two AAVS1 ZFN plasmids, a kind gift from Ludovic Vallier laboratory, and our shRNA targeting vector) in 250 μl OptiMEM per well of a six-well plate. Mixture 2 comprised 10 μl Lipofectamine in 250 μl OptiMEM per well. Mixtures 1 and 2 were prepared and mixed gently before incubation at RT for 5 min. Then 250 μl of Mixture 2 was added to 250 μl Mixture 1 before incubation at RT for 20 min. Five hundred microliters of a 1:1 Mixture 1:Mixture 2 transfection mix was added in a drop-wise spiral manner around the well of hPSCs. Cells were incubated in transfection mix at 37°C overnight before washing in CDM-BSA II media the next day approximately 18 h post-transfection. After 2 days, 1 μg ml^−1^ of puromycin was added to the CDM-BSA II culture media. Individual hPSC clones were picked and expanded in culture in CDM-BSA II following 7-10 days of puromycin selection.

#### Genotyping siKD hPSC clones

Clones from gene targeting were screened by genomic PCR to verify site-specific targeting, determine whether allele targeting was heterozygous or homozygous, and check for off-target integrations of the targeting plasmid. (See Table S6 for PCR primers and thermocycling conditions and Fig. S6 for PCR results.) All PCRs were performed using 100 ng of genomic DNA as template in a 25 μl reaction volume using LongAmp Taq DNA Polymerase (NEB) according to the manufacturer’s instructions, including 2.5% volume dimethyl sulphoxide (DMSO). DNA was extracted using the genomic DNA extraction kit from Sigma-Aldrich according to the manufacturer’s instructions.

#### Inducible BNC1 knockdown

One homozygous-targeted clone for each vector transfection was selected for subsequent differentiation into hPSC-epi with or without the addition of 1 μg/ml tetracycline (Sigma-Aldrich) to culture media with the aim of mediating *BNC1* knockdown. hPSC-epi was successfully differentiated from each clone in the presence and absence of tetracycline. qPCR analysis indicated that clone 1Ei had a very pronounced reduction in *BNC1* (Fig. S7A). Another clone was generated with the vector BNC1-E (1E17) and this showed the same level of efficiency at downregulating BNC1 (Fig. S7B).

### Retroviral transduction

#### Production of the lentiviral particles

The lentiviral particle supernatant was obtained from transfection of 293T cells with the lentiviral vector of interest using Mirus *Trans*IT-LT1 transfection reagent and the HIV-1 helper plasmid psPAX2 (Addgene #12260) and HIV-1 envelope plasmid pMD2.G (Addgene #12259).

#### Production of fluorescent hPSC lines

While splitting, the H9 cells were transduced with a lentivirus expressing an EGFP reporter under the control of Ef-1α (*EEF1A1*) promoter. We used the lentiviral vector pLVTHM (Addgene #12247).

### Immunofluorescence

Primary antibodies were as follows: unconjugated or Alexa Fluor 488-conjugated rabbit anti-WT1 [CAN-R9(IHC)-56-2] (Abcam, ab89901 or ab202635; 1/100); rabbit anti-BNC1 (Atlas Antibodies, HPA063183; 1/200); rabbit anti-TCF21 (Atlas Antibodies, HPA013189; 1/100); mouse anti-THY1 clone 5E10 (Thermo Fisher Scientific, 14-0909-82; 1/100); mouse Anti-CNN1 (Sigma-Aldrich, C2687; 1/1000); rabbit anti-periostin (Abcam, ab14041; 1/500); mouse anti-synaptotagmin 4 (Abcam, ab57473; 1/100).

#### Cultured cells

Cells were fixed using 4% paraformaldehyde (PFA), permeabilised and blocked with 0.5% Triton X-100/3% BSA/PBS for 60 min at RT. Unless otherwise stated, primary antibody incubations were performed at 4°C overnight and Alexa Fluor-tagged secondary antibodies (A21200, A10037, A21238, A11034, A10042 and A21244, Invitrogen) were applied for 1 h at RT. Nuclei were counterstained with DAPI (10 μg/ml, Sigma-Aldrich).

For double staining of TCF21/WT1 and BNC1/WT1, TCF21 (or BNC1) and WT1 were detected sequentially. Anti-TCF21 or anti-BNC1 were first applied overnight and detected with a Rhodamin-FAB fragment goat anti-rabbit IgG (H+L) from Abcam for 1 h at RT. Then, the anti-WT1 conjugated to Alexa Fluor 488 was incubated for 2 h at RT. For double staining of THY1/WT1 or THY1/BNC1, the cells were first blocked without permeabilisation and THY1 was first detected with mouse anti-THY1 followed by incubation with anti-mouse conjugated antibody. The cells were briefly post-fixed in PFA 4% and then permeabilised with 0.5% Triton X-100/3% BSA/PBS before being incubated as for anti-WT1 or anti-BNC1.

Images were acquired on a Zeiss LSM 700 confocal microscope and analysed with ImageJ software. For quantification of the number of GFP^+^ cells also positive for CF or SMC markers, the number of GFP^+^ cells was first measured in the green channel. Then the double-positive or double-negative (depending on the size of the populations) cells were counted using the merge images. When few GFP^+^ cells were present in the image, the cells were manually counted using the Analyse ImageJ plug-in called ‘cell counter’ (https://imagej.nih.gov/ij/plugins/cell-counter.html). When too many GFP^+^ cells were present to count manually, we used the function ‘Analyse particles’ after adjustment of the threshold and binary transformation of the image. The double-positive or double-negative cells were counted using ‘cell counter’.

#### Cryostat sections

Foetal human hearts were harvested as described for primary human culture of epicardium. The whole heart was snap-frozen in liquid nitrogen and stored at −80C before sectioning in a cryostat after embedding in OCT; 10 µm-thick sections were collected onto SuperfrostPlus slides and stored at −80°C until staining. Staining was performed as described above.

### THY1 flow cytometry

Each sample of 10^6^ cells was divided into two tubes. One tube received a mouse isotype control antibody and the other tube was incubated with the mouse anti-THY1 antibody, clone 5E10 (both at 5 μg/ml final concentration) for 1 h at RT. After a rinse in 1× PBS, the cells were re-suspended in chicken anti-mouse Alexa 488 or donkey anti-mouse Alexa 647 antibody diluted 1/500.

### Quantitative real-time polymerase chain reaction

Total RNA was extracted using the RNeasy mini kit (Qiagen). cDNA was synthesised from 250 ng RNA using the Maxima First Strand cDNA Synthesis kit (Fermentas). Quantitative real-time polymerase chain reaction (qRT-PCR) reaction mixtures were prepared with SYBR green PCR master mix (Applied Biosystems) and run on the 7500 Fast Real-time PCR system using the quantitative relative standard curve protocol against standards prepared from pooled cDNA from each experiment. Melt curves were checked for each experimental run. CT values were normalised to housekeeper genes porphobilinogen deaminase (*PBGD*) or *GAPDH*. Primers were supplied by Sigma-Aldrich and sequences were as follows: *GAPDH* forward: AACAGCCTCAAGATCATCAGC; *GAPDH* reverse: GGATGATGTTCTGGAGAGCC; *WT1* forward: CACAGCACAGGGTACGAGAG; *WT1* reverse: CAAGAGTCGGGGCTACTCCA; *TCF21* forward: TCCTGGCTAACGACAAATACGA; *TCF21* reverse: TTTCCCGGCCACCATAAAGG; *BNC1* forward: GGCCGAGGCTATCAGCTGTACT; *BNC1* reverse: GCCTGGGTCCCATAGAGCAT.

### Western blotting

To assess BNC1 levels by immunoblotting, lysate from one confluent well of hPSC-epi cells in a six-well plate was separated by SDS-PAGE on an 8% acrylamide gel and transferred overnight onto a PVDF membrane. The protein was detected using a rabbit anti-BNC1 antibody (HPA063183, Atlas Antibodies; 1/100) followed by chemiluminescence detection using an HRP-conjugated secondary antibody, (7074S, NEB; 1/10,000). Mouse anti-β-tubulin antibody (86298, Cell Signaling Technology; 1/1000) was used as the housekeeping protein.

### BNC1 siRNA-mediated knockdown in human primary foetal epicardial cells

siRNA-mediated knockdown was performed by transfection via Optimem (Gibco) and Dharmafect (Dharmacon), and siRNA assays s2011 and s57438 against BNC1 (Thermo Fisher Scientific) as per the manufacturer’s directions, with a scrambled siRNA sequence (AllStar) and no siRNA as controls. Final siRNA concentration was 40 nm.

## Supplementary Material

Supplementary information

# Supplementary material for: BNC1 regulates cell heterogeneity in human pluripotent stem cell-derived epicardium
**Source:** Development. 2019 Dec 13;146(24):dev174441. doi: 10.1242/dev.174441
**Supplement:** Supplementary information

## SUPPLEMENTARY FIGURES

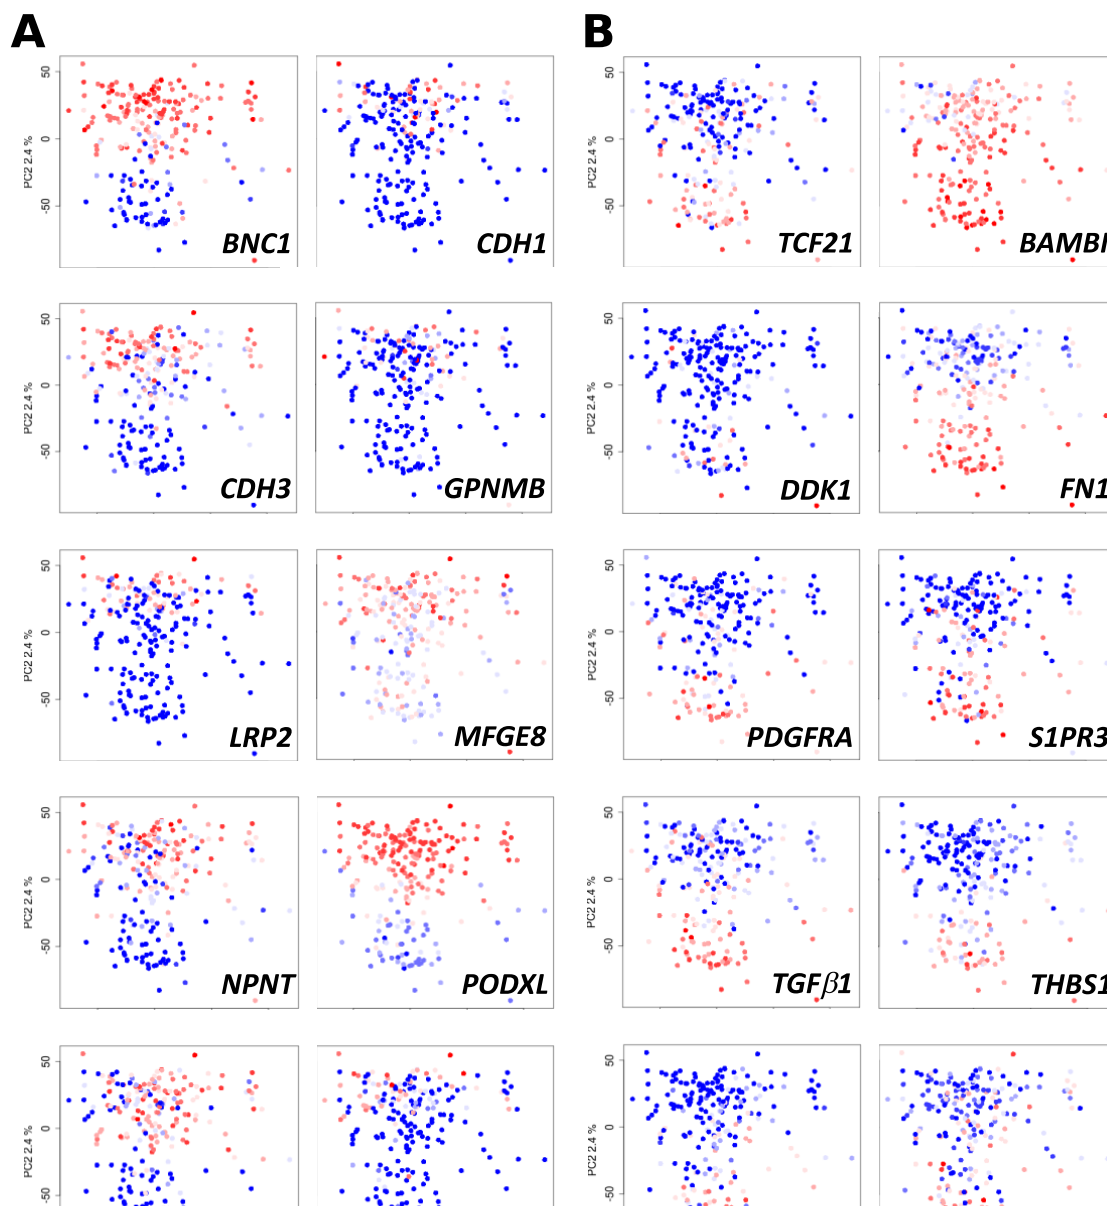

**Figure S1: Expression of selected genes characteristic of the two subpopulations.**

Principal component analysis of the epicardial cells, coloured by the expression of selected genes. A) Genes expressed mainly in BNC1<sup>high</sup> cells. B) Genes expressed mainly in TCF21<sup>cells</sup>.

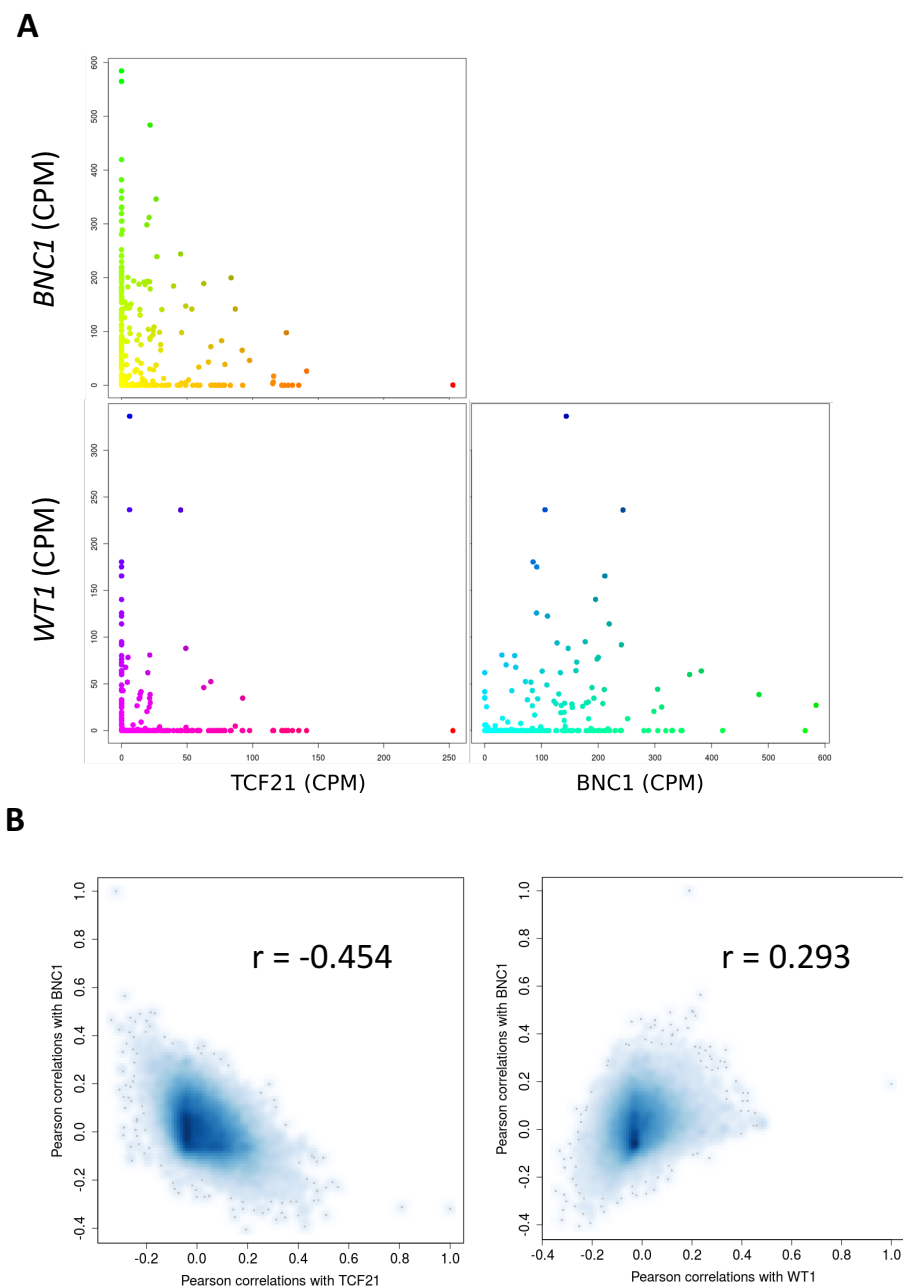

**Figure S2: BNC1 expression correlates with WT1 and anti-correlate with TCF21.**

A) Comparison of expression (in counts per millions reads) between BNC1, WT1 and TCF21 in all cells. Cells aligned to the axes have 0 counts for one of the genes, many of them probably dropouts. For non-0 expressions, cells expressing high levels of BNC1 tend to express high levels of WT1 and low levels of TCF21. B) Comparisons between Pearson correlations of BNC1, WT1 and TCF21 with all other genes. If a gene expression correlates with that of BNC1, it tends to anti-correlate with that of TCF21 but correlate with that of WT1.

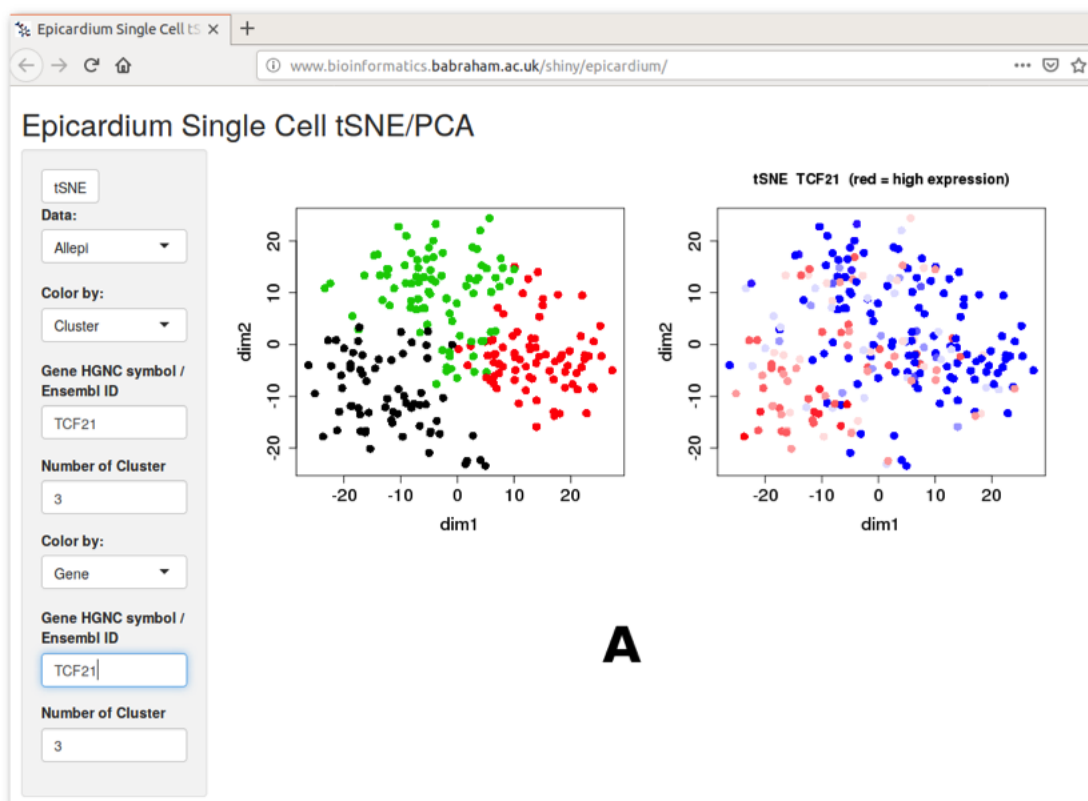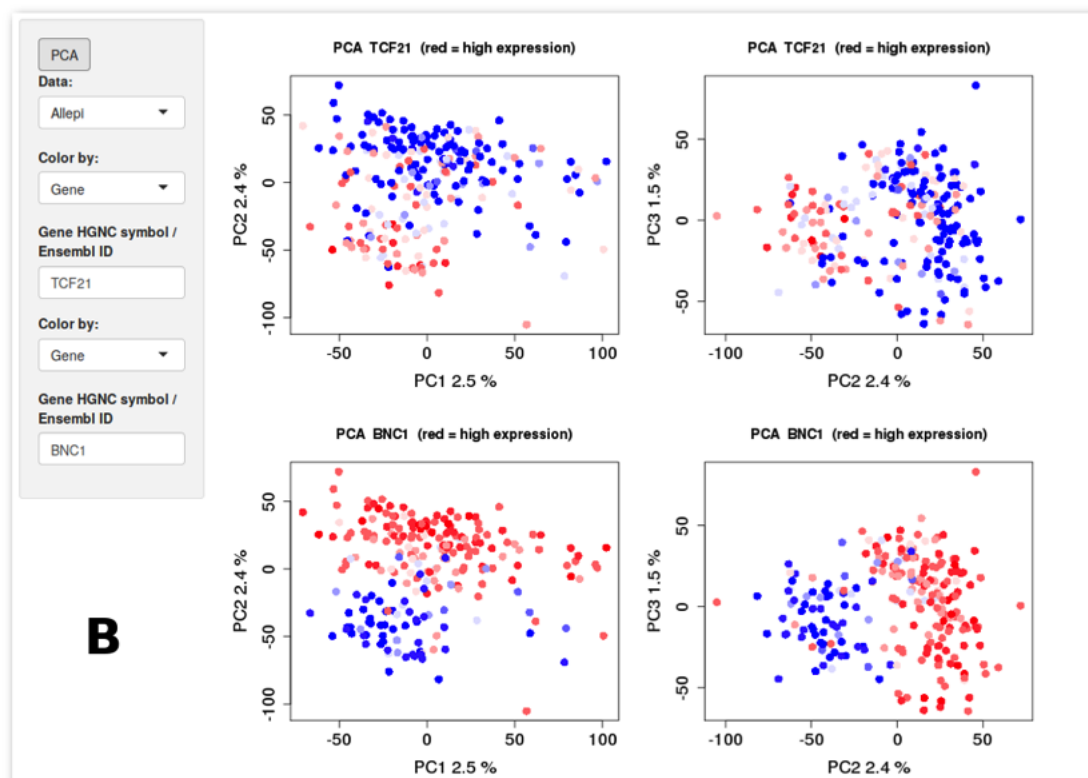

### Figure S3: Web application to visualise our scRNAseq dataset

This web application developed with R's Shiny package can be found at

<https://www.bioinformatics.babraham.ac.uk>. It is formed of two parts. A) Two tSNE plots, B) Two sets of PCA plots, comparing PC1 and PC2 (left), or PC2 and PC3 (right).

The procedure is the same for both parts. Firstly, the user must click the top button (re: “tSNE” or “PCA”). The cells are then plotted in black. One can change the dataset plotted between “Allepi”, containing only epicardial cells and “All”, containing epicardial and lateral mesoderm cells. Cells can be colored in black (“none”), according to the 96 plates they comes from, or with the expression of a particular gene. Genes have to be specified using HUGO gene symbols.

In addition, tSNE plots can be colored with clusters, the number of clusters being chosen by the user. The distribution of the expression for a gene of interest can thus be compared with the different clusters. In the example shown, we asked to distribute cells in three clusters in the tSNE and to colour the cells for TCF21 expression (in A) and colored the PCA with the expression of TCF21 and BNC1 (B).

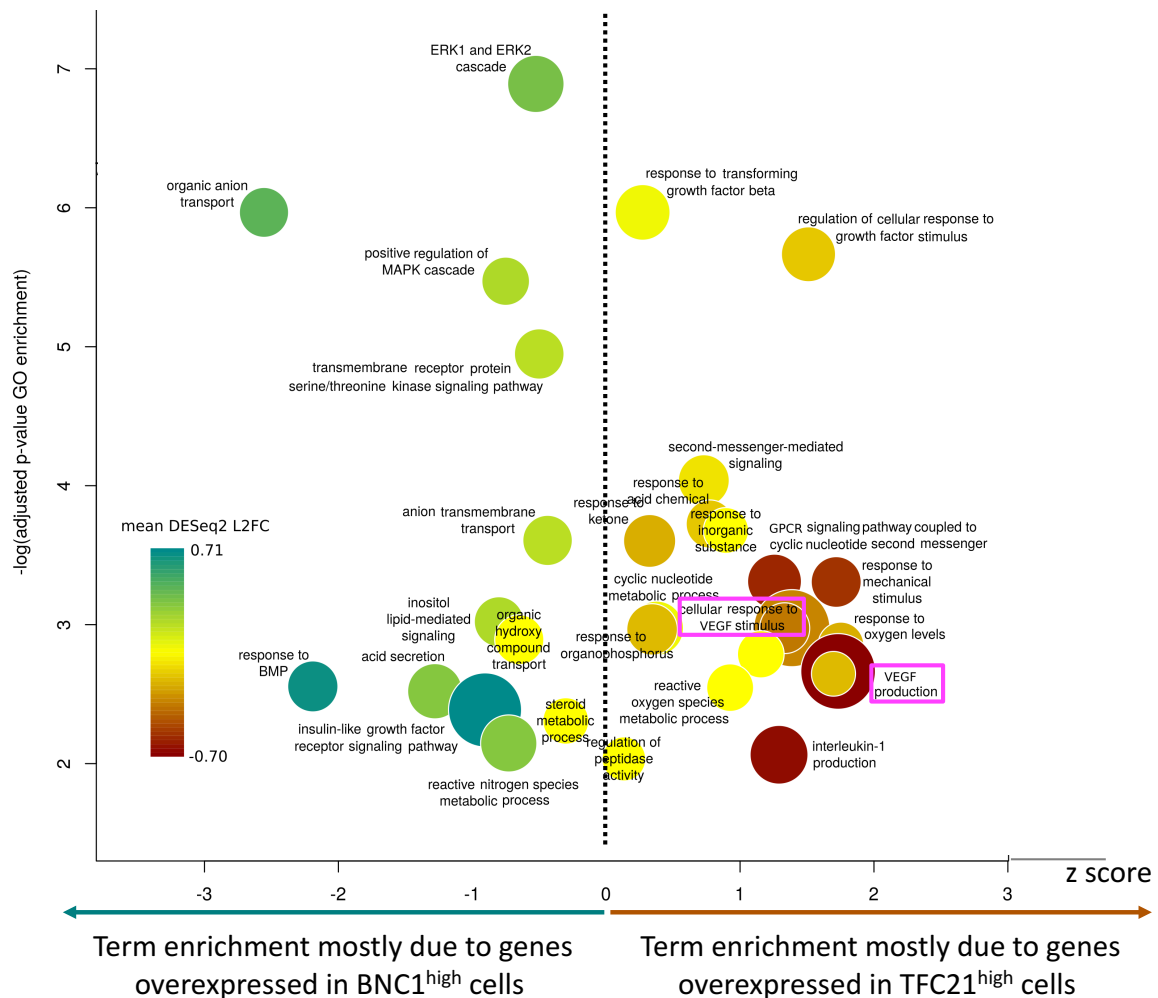

### Figure S4: Predicted molecular process specificities of BNC1<sup>high</sup> and TCF21<sup>high</sup> cells

Results of Gene Ontology over-representation and gene expression differential analyses.

Each bubble represents an over-represented GO term, the disk size being proportional to the enrichment. The vertical axis presents the significance of the enrichment while the horizontal axis indicates if the term enrichment is mostly due to genes over-expressed in BNC1<sup>high</sup> cells (negative z-scores) or in TCF21<sup>high</sup> cells (positive z-scores). Bubble colors show the mean difference of expression, for all the genes annotated by the GO term, between BNC1<sup>high</sup> cells (turquoise) and TCF21<sup>high</sup> cells (magenta) the two populations.

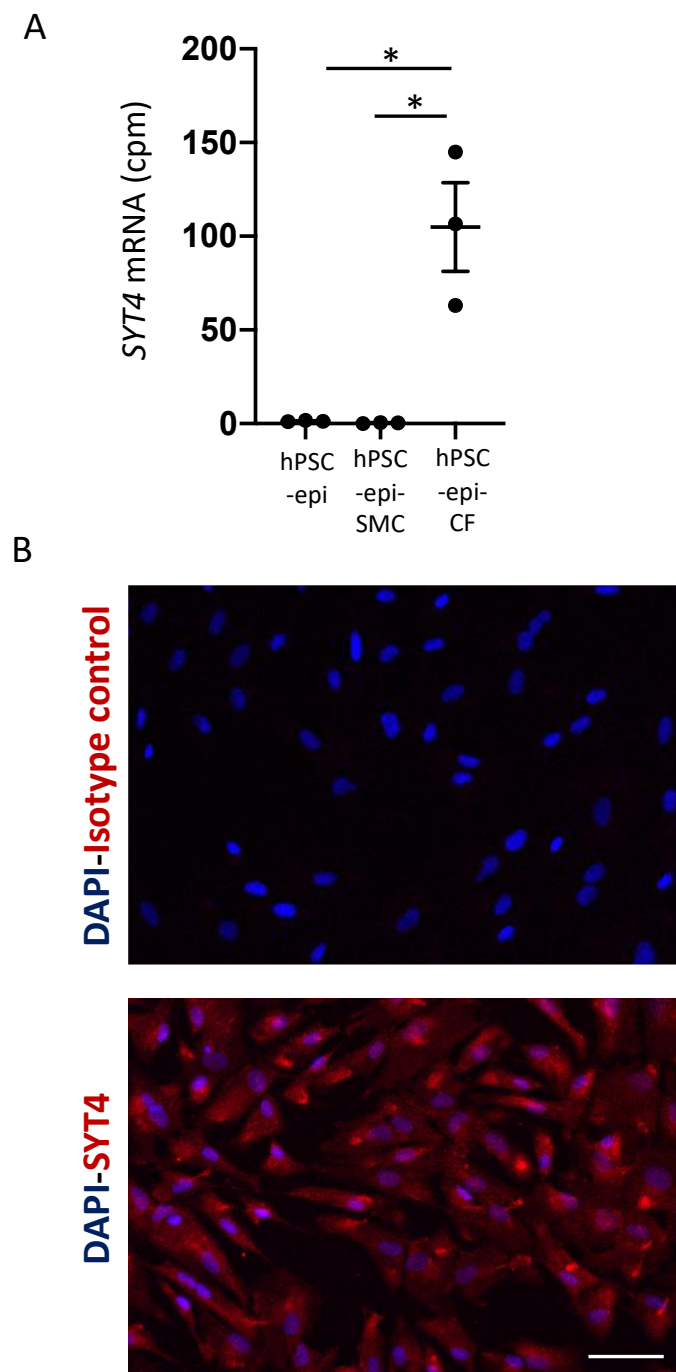

**Figure S5 : SYT4 is a marker of hPSC-epi CF and is expressed in human foetal cardiac fibroblasts**

**(A)** Expression of SYT4 mRNA in counts per million in hPSC-epi, hPSC-epi-SMC and hPSC-epi-CF (n=3 for each type). Error bars are s.e.m. Data were analysed with ratio paired t-test performed in Prism 7 from GraphPad. **(B)** Detection of SYT4 by immunocytochemistry in human foetal cardiac fibroblasts derived from 8 weeks pc human heart. Scale bar = 65 $\mu$ m

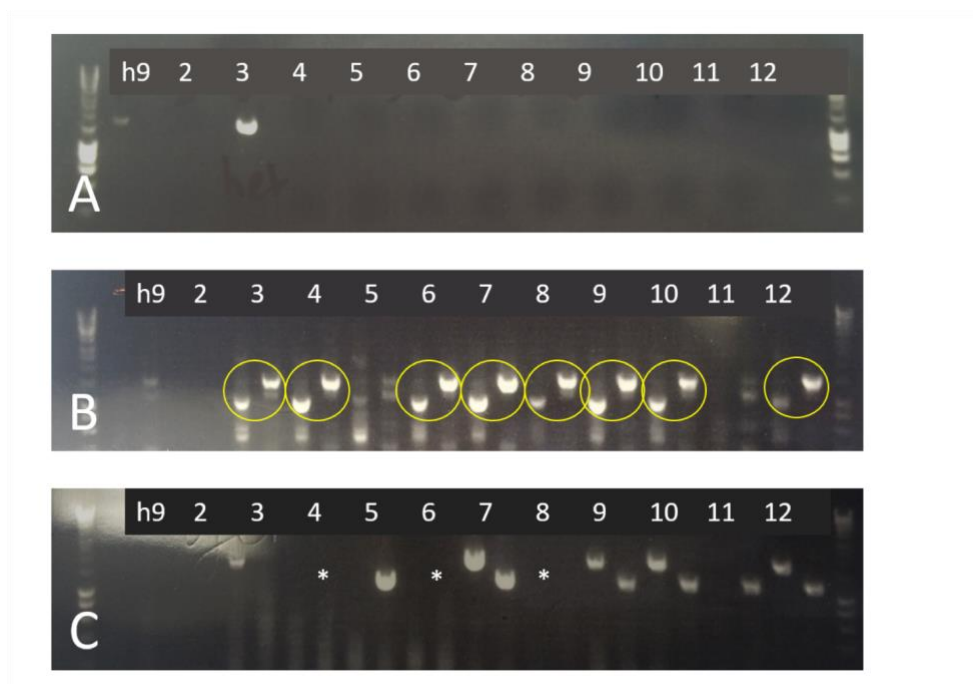

**Figure S6: Representative gels for the genotyping of siKD clones**

(A) Representative blot for homozygous targeted clones; WT H9 give a band at 1692 bp whereas no band indicates homozygous transgene integration. In this gel, all clones except '3' appear to be homozygous-targeted. (B) 5' and 3' vector integration representative gel. 5' integration is shown by a gel band at 1103bp whereas 3' integration of insert is represented by a band at 1447bp. In this example, clones 3, 4, 6, 7, 8, 9, 10 and 12 appear to have 5' and 3' integration (circled). (C) Representative blot for off-target vector backbone integration into genomic DNA. In this gel, bands indicate off-target plasmid integration, whereas a lack of band indicates no off-target integration. Clones 4, 6 and 8 appear to be free from off-target integration (indicated by asterisks).

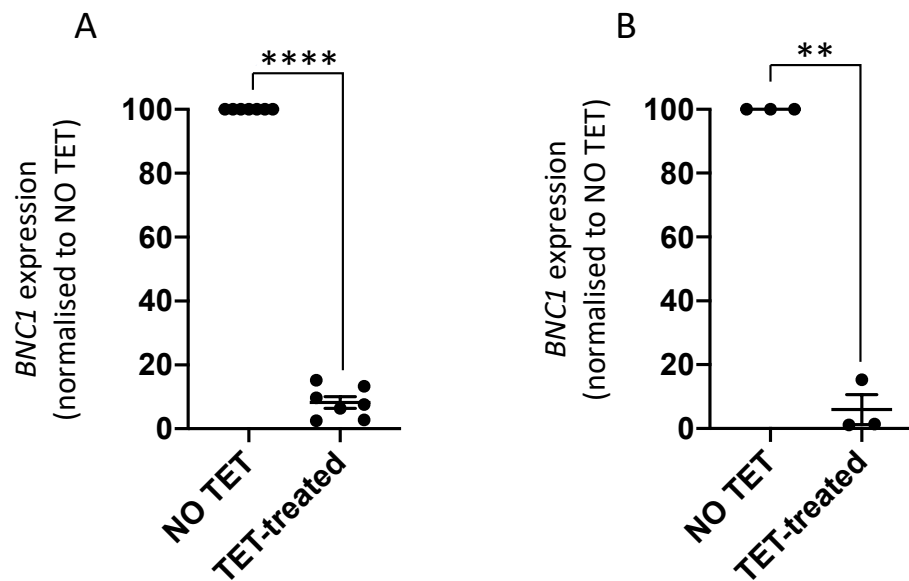

**Figure S7: Hairpin 'E' mediate reduction in *BNC1* mRNA after 9 days of tetracycline application.** Clones '1Ei' (A, n=7 differentiation) and '1E17' (B, n=3 differentiation) have strong reduction of *BNC1* mRNA after application of tetracycline during lateral plate mesoderm and all along the epi differentiation. Statistics were performed with Prism 7 from GraphPad with a ratio paired t-test. Error bars = s.e.m

## SUPPLEMENTARY TABLES

**Table S1: Gene Ontology over-representation analysis of the genes differentially expressed between clusters TCF21<sup>high</sup>, BNC1<sup>high</sup> and “mixed”.** Rows are enriched GO terms. Columns: “Geneset”: GO term identifiers; “description”: GO term description; “link”: URL to and online version of the GO term; “C”: total number of genes annotated by this GO term in the reference (background) list; “O”: observed number of genes in the analysed gene list; “E”: expected number of genes in the analysed gene list; “R”: enrichment for the GO term (O/E); PValue: significance of the enrichment from an hypergeometric test; “FDR”: False Discovery Rate (a.k.a adjusted p-value) after Benjamini-Hochberg correction; “overlapGene”: index of the enriched genes in the submitted gene list; “OverlapGene\_UserID”: symbols of the enriched genes in the analysed gene list.

[Click here to Download Table S1](#)

**Table S2: Differential Expression analysis between clusters BNC1<sup>high</sup> and TCF21<sup>high</sup>.** Rows are genes. Columns: “baseMean”: normalised mean of gene raw counts between all samples; “log2FoldChange”: extend of the difference of gene expression between the two clusters; “lfcSE”: Standard Error of the log2FoldChange; “Stat”: Wald statistics (L2FC/lfcSE); “pvalue”: significance of the differential expression (Wald statistics compared to normal distribution); “padj”: p-value after Benjamini-Hochberg correction for multiple testing.

[Click here to Download Table S2](#)

**Table S3: Gene Ontology over-representation analysis of the genes differentially expressed between clusters TCF21<sup>high</sup> and “BNC1<sup>high</sup>”.** See Supplementary Table 2 for an explanation of the columns. This is the full table, before removal of irrelevant terms, and without separation between terms pertaining to tissular and molecular processes.

[Click here to Download Table S3](#)

**Table S4: List of the 100 top influences between one of {BNC1, TCF21, WT1} and a transcription factor.** Only 297 influences are listed since 3 were present twice. Columns: “regulatory”: origin of the influence; “target”: gene which is influenced. “weight\_CLR”: weight of the influence predicted by CLR; “rank\_CLR”: rank of the influence in the list predicted by CLR (“1” would be the strongest predicted influence); “weight\_GENIE3”: score of the influence predicted by GENIE3; “rank\_GENIE3”: rank of the influence in the list predicted by GENIE3; “combined\_weight”: product of “weight\_CLR” and “weight\_GENIE3”; “combined\_rank”: rank of the predicted influence, as scored by the “combined\_weight”.

[Click here to Download Table S4](#)

**Table S5: shRNA sequences for psOPTIkd vector construction. BglII overhang is in red, terminator sequence/SalI overhang in blue. Hairpin loop sequence is in bold. Stem is underlined.**

| Gene/ shRNA ID | Top oligonucleotide (5' to 3')                                                                | Bottom oligonucleotide (5' to 3')                                                            |
|----------------|-----------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------|
| B2M – A        | <b>GATCCCG</b> <u>GACTGGTCTTTCTATCTCT</u> <b>CAAGAGAGAGATAGAAA</b><br><b>GACCACTCCTTTTTTG</b> | <b>TCGACAAAAA</b> <u>GGACTGGTCTTTCTATCTCTCTTTG</u> <b>AAGAGATAGAAAGACCAG</b><br><b>TCCGG</b> |
| BNC1 - B       | <b>GATCCCG</b> <u>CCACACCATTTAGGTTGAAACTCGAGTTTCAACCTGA</u><br><b>AATGGTGTGGTTTTTG</b>        | <b>TCGACAAAAA</b> <u>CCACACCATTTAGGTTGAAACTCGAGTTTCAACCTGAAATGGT</u><br><b>GTGGCGG</b>       |
| BNC1 – C       | <b>GATCCCG</b> <u>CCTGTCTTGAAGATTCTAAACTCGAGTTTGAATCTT</u><br><b>CAAGACAAGGTTTTTG</b>         | <b>TCGACAAAAA</b> <u>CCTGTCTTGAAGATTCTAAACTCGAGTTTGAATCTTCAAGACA</u><br><b>AGGCGG</b>        |
| BNC1 – D       | <b>GATCCCG</b> <u>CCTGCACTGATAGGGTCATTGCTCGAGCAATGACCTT</u><br><b>ATCAGTGCAGGTTTTTG</b>       | <b>TCGACAAAAA</b> <u>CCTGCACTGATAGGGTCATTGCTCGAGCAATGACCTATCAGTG</u><br><b>CAGGCGG</b>       |
| BNC1 - E       | <b>GATCCCG</b> <u>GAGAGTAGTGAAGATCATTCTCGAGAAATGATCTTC</u><br><b>ACTACTCTCCTTTTTTG</b>        | <b>TCGACAAAAA</b> <u>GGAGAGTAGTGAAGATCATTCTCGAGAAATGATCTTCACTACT</u><br><b>CTCCGG</b>        |

**Table S6: PCR primer sequences and cycling conditions for genotyping psOPTIkd clones**

| PCR type                        | Primer sequence          | Primer name         | Amplicon wild-type | Amplicon transgene integration | Amplicon plasmid integration | Annealing temperature degrees C | Extension time    |
|---------------------------------|--------------------------|---------------------|--------------------|--------------------------------|------------------------------|---------------------------------|-------------------|
| Locus ('1')                     | CTGTTTCCCTTCCAGGAGGTCC   | AAVS1_Genomic_FOR   | 1692               | Variable                       | No band                      |                                 | 65 over 3 minutes |
| Locus ('1')                     | TGCAGGGGAACGGGCTCAGTCTGA | AAVS1_Genomic_REV   |                    |                                |                              |                                 |                   |
| 5' integration into AAVS1 ('2') | CTGTTTCCCTTCCAGGAGGTCC   | AAVS1_Genomic_FOR   | No band            | 1103                           | No band                      | 65                              | 1'30              |
| 5' integration into AAVS1 ('2') | TCGTGCGGGTGGCGAGGCGACCG  | AAV Pur_REV         |                    |                                |                              |                                 |                   |
| 3' integration into AAVS1 ('3') | CCACCGAGAAGCAGTACGAG     | OPT-tetR_For        | No band            | 1447                           | No band                      | 60                              | 1'30              |
| 3' integration into AAVS1 ('3') | TGCAGGGGAACGGGCTCAGTCTGA | AAVS1_Genomic_R     |                    |                                |                              |                                 |                   |
| 5' off-targets ('4')            | ATGCTTCGGGCTCGTATGTT     | AAVS1_5'BB_For      | No band            | No band                        | 1227                         | 60                              | 1'30              |
| 5' off-targets ('4')            | TGAGGAAGAGTTCTTGAGCTC    | AAVS1_5'BB_Puro_Rev |                    |                                |                              |                                 |                   |
| 3' off-targets ('5')            | CCACCGAGAAGCAGTACGAG     | OPT-tetR_For        | No band            | No band                        | 1802                         | 60                              | 2'                |
| 3' off-targets ('5')            | ATGCACACCGGTAAGTT        | AAVS1_3'BB_Rev      |                    |                                |                              |                                 |                   |

How the deposited data were processed for this re-analysis (not part of the article)

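Single cells derived from the human pluripotent stem cell line H9 were measured by Smart-seq2, 268 labelled as epicardium (hPSC-epi) on 3 plates and 94 labelled as lateral plate mesoderm (hPSC-LM) on 1 plate. The authors checked reads with FastQC, trimmed them with Trim Galore 0.4.1 and cutadapt 1.8.1, aligned them to GRCh38 with HISAT2, summed reads over the exons of each gene with SeqMonk and divided by the total reads of the cell. As deposited, the hPSC-epi columns hold counts per 1000000 reads (CPM). As deposited, the hPSC-LM columns hold a signal that had been divided by the total reads of the cell a second time. The authors had removed wells with mostly spike-in reads, with few reads in genes or with few genes detected. A cell was sorted into each well, and no doublet caller was run.

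Whole reads were recovered from the size of 1 read in each cell, and the total reads of each cell were whole numbers to within 0.1. CPM were then computed per 1000000 reads on the 35718 named genes, and the row that names no gene was left out. The paper's filter was read as either limit, fewer than 500000 reads or fewer than 7000 genes, since that reading left 232 hPSC-epi cells. Both limits together left 263, genes alone 235 and reads alone 260. The count of genes included the row that names none. Reads on named genes ranged from 268838 to 3309532 in the hPSC-epi cells kept, so genes at low levels are missed more often in the shallower cells. The share of mitochondrial reads had a median of 18.7% in plate 1, 7.81% in plate 2 and 7.70% in plate 3, and no filter was set on it. Gene names were matched to GENCODE release 44 for positions, which 20513 of the named genes had.

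Components, correlations and clusters used log2(CPM + 1) corrected for plate with removeBatchEffect of limma 3.58.1, over genes with at least 1 CPM in 1 cell and a range of at least 2-fold. The paper's rlog and ComBat steps were not used here, and which plate came from which of its experiments is not given in the sources used here. Components were computed in R 4.3.3, where t-SNE was run with Rtsne 0.17 (theta 0.5) and partition around medoids with cluster 2.1.8.1. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Clusters were named after a set of markers when at least 3 of its genes stood 2-fold above the other cells, and the paper chose most of these markers on the same cells. This naming rule was set after the files were opened.

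For the comparison between clusters, genes were split into 2 random parts of equal size and each gene was compared between clusters made from the other part. These clusters were named with the markers of both parts. Plates were weighted equally. A list member counted as measured at a mean of at least 1 CPM. The median log2 fold of each list was placed among 10000 random lists matched on mean expression in 20 bins. The gene lists, the samples, the comparisons, the rule for naming genes and most alternatives were fixed in advance. The genes named are those the paper names in its text and Table 1, the 12 with the largest fold on each side of a comparison with at least 10 CPM and the same side in every plate, up to 4 members of each list with the largest fold, the 10 genes leading each cluster and the 10 at each end of the second component. Table 1 gives ranks only and had been seen. Others were picked after their values were seen, and the text says so where they appear.

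The paper's hPSC-epi cells came from 2 experiments, with a batch effect between them. It saw no difference between 2 plates sequenced on different lanes. The labels do not name the experiments. All cells of a stage were therefore counted as 1 sample, and no p-value was computed. The tests of edgeR and DESeq2 were not used, since cells are not replicates and reads without molecular identifiers are not independent molecules. Each plate holds both clusters, so folds are also given within plates. Clusters could be paired within plates, but no such test was made, since which plates share an experiment is not known here. The labels name no cultures that pair the stages. The alternatives were the cell filter, leaving out each plate, detection limits of 1 and 10 CPM, thinning to 268838 reads, the pseudocount, scaling, the correction for plate, the gene filter, the kind of correlation, the clustering method, 2 clusters, clusters from all genes, trimmed means and groups defined by *BNC1* and *TCF21* alone. When a plate was left out, components and clusters were made anew from the cells left, so such values reflect both changes. CPM as deposited and the removal of the cell cycle were added after the data were seen.

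The comparison between clusters was tested on simulated data. In the first version only 200 genes and the cell cycle genes differed between groups. Then 19% of 100 genes at 4-fold and 24% of 100 genes at 8-fold were recovered, with at least 61.6% of cells in the right group. Only 7603 genes were compared in it, against 15182 in the next version, and genes not compared counted as not recovered. A second version, made after that outcome was seen, set 1000 further genes 4-fold apart, and 89% and 96% were recovered, with a median log2 fold of 1.78 and 2.58 and at least 92.2% of cells in the right group. Of 13782 unchanged genes, 1.73% came out at 2-fold or more.

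The sorted fractions, the knockdown cultures, the bulk libraries and the network of the paper were not analysed here. A gene withheld for evaluation is not reported here.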

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

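The tests of *WT1* against depth and against spreading between wells, both tests of the hPSC-LM values, the matching of cells on depth for the BMP genes and their comparison with sets from their end of the second component were chosen only after the result was seen.

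The paper's results do not describe the hPSC-LM cells, and these already held *TCF21* and *BNC1*. *TCF21* was found in 51 of 94 hPSC-LM cells (54.3%, 43.7 to 64.6%), at a median of 15.2 CPM where detected, and *BNC1* in 28 (29.8%, 20.8 to 40.1%). *WT1* was found in 0 of 94 hPSC-LM cells, which allows a share of cells with a read of up to 3.85%. A floor of 3 cells is 3.19%. *HAPLN1*, which links hyaluronan to proteoglycans in the matrix (chromosome 5, 83637805 to 83720855), averaged 653 CPM in hPSC-LM and 1.30 CPM in hPSC-epi cells, a log2 fold of 8.15. *DHRS3*, a retinaldehyde reductase that retinoic acid induces (chromosome 1, 12567910 to 12618210), averaged 0.971 and 593 CPM, a log2 fold of -8.24. Plate and stage cannot be separated, since hPSC-LM cells came from 1 plate.

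In plate 1 of the hPSC-epi cells a median of 22.1% of the reads in the table lay on a row that names no gene, against 1.29% and 1.51% in plates 2 and 3. What this row holds is not given in the sources used here.

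The paper's text does not describe the response to signals of the epicardial medium in the clusters, and its tables of GO terms were not analysed here. Of 19 measured genes of the retinoic acid response 7 were at least 2-fold higher in TCF21 high-like cells, 1 in BNC1 high-like cells and 11 in neither, with a median log2 fold of 0.61 (percentile 100 of the random lists), led by *CYP26B1* (2.38) and *CRABP2* (2.35, and 1.53 without plate 1 and 4.11 without plate 2). Immediate early genes, which dissociation of cells also induces, lay on the same side with a median of 0.53 over 24 genes (percentile 100). Of these, 4 were at least 2-fold higher in TCF21 high-like cells, none in BNC1 high-like cells and 20 in neither. Among the 24 was *NR4A1* at 1.81, which was 0.55 without plate 2. The median was 0.32 without plate 1 and 0.31 without t-SNE. Genes of the WNT response were on balance higher in BNC1 high-like cells, with a median of -0.47 over 17 genes (percentile 0.220) and *WNT2B* at -2.15. Of the 17, 6 were higher in BNC1 high-like cells, 2 in TCF21 high-like cells and 9 in neither. *DKK1* and *SFRP1* went the other way, with *SFRP1* at 0.47 without t-SNE. The WNT median was -0.93 without t-SNE, -0.90 over members at 10 CPM or more, -0.12 without plate 3 (percentile 25.1) and -0.07 with trimmed means (percentile 17.1).

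The BMP response genes *ID1* (-2.41), *ID2* (-1.98), *ID3* (-2.13), *ID4* (-3.16) and *SMAD6* (-1.97) were higher in BNC1 high-like cells, and the median of 16 measured genes was -0.76 (percentile 0.01), with *BAMBI* the other way. *ID3* was -1.24 without plate 1 and *ID4* -2.03 without plate 3. Between cells of the clusters matched on reads within each plate the median was -0.70, which decides nothing about depth, since CPM are per read and the clusters differed little in depth. Within BNC1 high-like cells the same 5 genes had a mean correlation of 0.431, at the percentile 100 of random sets of 5 genes matched on expression. It was at the percentile 100 also of sets of other genes among the 100 strongest weights at the *BNC1* end of the second component, which had a median of 0.0613, and this argues against variation shared by all genes of that end. A BMP response graded from cell to cell stays open. The paper lists all 5 genes in Table 1, so they were chosen on these cells.

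*WT1* was found in 55.6% of plate 1 cells and in 21.9% of the cells of plates 2 and 3. Plate 1 cells had 0.525 times the median reads on named genes of plates 2 and 3, so more reads in plate 1 are not the reason, and after thinning the shares were 53.1 and 21.2%. The median *WT1* level of plate 1 cells with reads was 0.954 times that of plates 2 and 3, which argues against a low level spread from other wells. Among BNC1 high-like cells alone 66.1% of plate 1 cells held *WT1* against 32.4% (22.0 to 44.3%), so a larger share of these cells does not account for it. Plate 1 cells also had more mitochondrial reads, a median of 18.7% against 7.81% and 7.70% in plates 2 and 3. They had more reads on the row that names no gene too, and whether either bears on *WT1* was not tested. A difference between cultures or experiments stays open and was not tested. The paper reports 2 experiments with a clear batch effect, and no difference between 2 plates sequenced on different lanes. Which plates these were is not given in the sources used here, so plates 2 and 3 may share an experiment. Without the correction for plate, the group named mitotic-like held 5, 42 and 42 cells of plates 1, 2 and 3.

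As deposited, the values of most hPSC-LM cells sum to far less than those of hPSC-epi cells. If each value was divided by the total reads a second time, the square root of what 1 read is worth gives a whole number of reads, and it did so to within 0.0964 in every hPSC-LM cell. Divided once, the values of 60 of 94 hPSC-LM cells would need more reads than the most the paper gives for a cell, and those of 1 cell sum to more than CPM can reach, which argues against CPM with fewer reads on genes. No biological explanation was tested.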

How the results depend on the processing

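Removing the cell cycle and CPM as deposited were chosen only after the data were seen. Depth, plates and the way cells were clustered limit these values, and the cause of the changes was not tested. Of 2006 values of 224 genes under the alternatives set beforehand, 9 changed sign from at least 2-fold on the same side in every plate, 362 others moved by more than the spread between plates and 1635 by less, and 53 in all changed sign. Under the added alternative these were 0, 23 and 201 of 224, and 1 in all. Of 232 planned list medians 5 changed sign from beyond the central 95% of random lists, 67 others moved by more and 160 by less, and 28 in all changed sign. Of 84 hPSC-LM values 38 moved by more and 46 by less, and of 134 other values 44 and 90, and none changed sign. Under the added alternatives 5 of 29 list medians moved by more and 24 by less, 2 of them changing sign, and 1 and 12 of 13 other values.

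At 10 CPM, cells without *TCF21* were 53.0%, cells without *BNC1* 25.4% and cells with all 3 genes 7.33%. With all cells the first and second components held 2.51% and 1.31%, with genes in at least 10% of cells 2.07% and 2.01% and without scaling 2.31% and 2.19%, and without plate correction the first held 1.91%. The correlation of *TCF21* with *BNC1* over genes was -0.666 with all cells, -0.770 with genes in at least 10% of cells, -0.526 without logarithm, -0.808 by Spearman and -0.289 between plates. For *WT1* with *BNC1* the last 3 were 0.376, 0.131 and 0.230. Both Spearman values are limited by the correction for plate, after which ranks can order cells without a read by plate. BNC1 high-like cells were 66.8% without t-SNE and 30.6% with the cell cycle removed. With 2 clusters 34.9% were TCF21 high-like, and the group named mitotic-like (65.1%, 151 cells) also carried the *BNC1* markers and joined 121 BNC1 high-like and all 30 mitotic-like cells. Without plate correction the group named mitotic-like (38.4%) held 59 BNC1 high-like cells among 89. Without t-SNE, with 107 of 232 cells in the mitotic-like group for this gene, the log2 fold of *BNC1* was -4.22. *CDC20*, at 1.99, turned to -0.80 with all cells, -1.61 with 2 clusters and -1.06 with groups by *BNC1* and *TCF21*, which gave -1.96 for *RRM2* and -2.31 for *WT1*. The mitosis list was higher in TCF21 high-like cells, at 0.73 (percentile 100, and -0.55 to 1.36 in the single plates), with 22 of 26 genes in neither, and turned to -0.27 without t-SNE and -0.43 with all cells. The S phase list lay on the BNC1 high-like side, at -0.36 (beyond the central 95% of random lists), with 17 of 20 genes in neither, -0.72 without plate 3 and -0.07 with trimmed means (percentile 25.6). *NEFM* and the neural list, both at -1.12, were both at 0.28 without t-SNE. Against hPSC-epi, *WT1* in hPSC-LM was -8.47 at a pseudocount of 0.1 and -4.17 with trimmed means, and *BNC1* -4.89 with trimmed means.

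Leaving out each plate in turn, cells without *WT1* ranged from 60.6 to 78.1%, the first component from 1.67 to 1.94%, the second from 1.55 to 1.79%, the components for 90% of the variance from 129 to 134 with fewer cells, the correlation of *TCF21* with *BNC1* from -0.692 to -0.638 and cells named mitotic-like from 13.2 to 36.1%, the latter without plate 2, with 43 BNC1 high-like cells among 57. *WT1* ranged from -3.11 to -1.72, *CD82* from -1.56 to 0.0568, *MEOX1* from -3.26 to 1.36, *SEMA3E* from -2.60 to 0.11, *SLC16A3* from -2.00 to 0.19, the cardiomyocyte list from -0.58 to 0.0495 and the neural list from -0.57 to 0.0432. These folds and list medians came with clusters made anew without the plate. With 2 clusters or without plate 2, folds came from 17859 genes and no list could be placed. From all genes no BNC1 high-like name was given under either or without plate correction, while under the first 2 such a group was found from 1 of the 2 parts of the genes, and no mitotic-like name with the cell cycle removed.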

Differences from the paper's values

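Shares and folds are set apart from the paper's where the larger is more than 1.5 times the smaller and the gap exceeds 1 SD over the plates, the folds of *BNC1*, *WT1* and *TCF21* by the first alone, and correlations where the gap exceeds 1 SD over the plates (0.0363 for *TCF21* with *BNC1* and 0.0985 for *WT1* with *BNC1*). A value that comes within the paper's lies inside these limits and need not equal it. The first component held 1.52% of the variance and the second 1.46%, and the paper's values are 2.5% and 2.4%. Of the alternatives set before the data were examined, the first came within the paper's with all cells (2.51%), no plate correction (1.91%), genes in at least 10% of cells (2.07%), no scaling (2.31%) and without plate 1 (1.93%), 2 (1.67%) or 3 (1.94%), and did not at a pseudocount of 0.1 (1.64%). The second did so with genes in at least 10% of cells (2.01%), no scaling (2.19%) and without plate 1 (1.79%) or 3 (1.72%), and not with all cells (1.31%), no plate correction (1.46%), a pseudocount of 0.1 (1.43%) or without plate 2 (1.55%).

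The correlation over genes between *TCF21* and *BNC1* was -0.720, and the paper's value is −0.454. No alternative came within it, the nearest being CPM without logarithm at -0.526. Between *WT1* and *BNC1* it was 0.565, and the paper's value is 0.293. CPM without logarithm (0.376) and genes correlated in different plates (0.230) came within it, while Spearman correlation (0.131) and the alternatives of cells, genes, pseudocount and plates (0.479 to 0.607) did not.

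*BNC1* was 4.95-fold higher in BNC1 high-like cells, and the paper's value is 13.6. The paper took cells as replicates in DESeq2, and its clusters were its own. Clusters made without t-SNE (18.6, with 107 of 232 cells in the mitotic-like group and left out) and trimmed means (9.34) came within it, and the other alternatives set beforehand (4.25 to 7.54) did not. *WT1* was 7.55-fold higher, and the paper's value is 3.6. Leaving out plate 1 (5.13) or plate 3 (3.29) and groups defined by *BNC1* and *TCF21* (4.97) came within it, and the others (5.51 to 10.8) did not. *THY1* was 8.47-fold higher in TCF21 high-like cells (5.82 without plate 1), and the paper's value is 13, a gap smaller than the SD of 10.6 over the plates. The paper counts 130 hPSC-LM and 232 hPSC-epi cells among 362, while the labels name 94 and 268.

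The paper states that *NPNT* was the most overexpressed diffusible factor of BNC1 high cells. Of the 17 secreted factors it lists for that side, *SERPINE3* had the larger log2 fold, -5.02 against -3.77, although *NPNT* had the larger fold with all cells (-4.21 against -4.19), without plate 2 (-4.02 against -1.82), without plate 3 (-3.89 against -2.68), with 2 clusters (-3.33 against -3.08) and with groups defined by *BNC1* and *TCF21* (-4.75 against -4.40), and was higher in level. Leaving out a plate also meant that clusters were made anew. The paper states that only TCF21 high cells expressed *PDGFRA*, which was found in 29.2% of BNC1 high-like and in 78.4% of TCF21 high-like cells. It states that BNC1 high cells expressed more genes of muscle differentiation, migration and cell-cell interaction. The lists used here, which are not its GO terms, had medians of 0.03, -0.06 and -0.10, inside the central 95% of random lists, with 3, 8 and 6 members higher in BNC1 high-like and 1, 4 and 3 in TCF21 high-like cells. Migration and adhesion lay beyond that range on the BNC1 high-like side with all cells (percentiles 2.48 and 0.600) and without t-SNE (0.390 and 1.63), and adhesion did over members of at least 10 CPM (0.500). Adhesion turned to 0.19 without plate 3 (percentile 96.2) and 0.03 with trimmed means (57.1), and migration to 0.08 with trimmed means (77.4). Muscle regulators turned to -0.19 over members of at least 10 CPM (percentile 3.75), -0.03 with all cells (50.4) and -0.04 with clusters from all genes (46.5).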

Other observations

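All of these values were planned, and none is a test. Between hPSC-LM and hPSC-epi cells the sarcomeric actin *ACTC1* (5188 against 19.2 CPM), the cadherin *CDH13* (log2 fold 6.09), the apelin receptor *APLNR* (6.00) and *BMPER*, which binds BMPs (5.46), stood among the genes higher in hPSC-LM. *CYP26A1*, which degrades retinoic acid (-7.42), *WNT2* (-6.72), *MGP* (-6.59) and *LRAT* (-5.50) stood among those higher in hPSC-epi. *GABRP* averaged 38.2 CPM in hPSC-LM and was at 0 in hPSC-epi, and *CYP26B1* was at 0 in hPSC-LM and averaged 48.3 CPM in hPSC-epi.

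Of 7 measured pluripotency genes all were higher in hPSC-LM, with a median log2 fold of 2.39, among them *LIN28A* (4.68) and *TDGF1* (3.75). The medians of the S phase list (1.99, with 19 of 20 genes at least 2-fold higher in hPSC-LM and none in hPSC-epi), the mitosis list (1.38, 21 of 26 and none), the basement membrane list (1.12, 11 of 20 and 2) and the BMP response list (1.04, 9 of 18 and none) lay on the same side. So did those of the endothelial (1.25, 2 of 4 and none) and cell-cell adhesion lists (0.87, 13 of 31 and 4). The mesenchymal transition (0.82, 7 of 17 and 2) and hypoxia and glycolysis lists (0.81, 7 of 21 and 3) lay there too. The WNT response list was also on the hPSC-LM side (0.73, 6 of 17 and 3). On the hPSC-epi side the retinoic acid response list had a median of -1.19 (10 of 18 genes higher there and 1 in hPSC-LM). On that side also lay the immediate early (-1.17, 14 of 23 and 2) and epicardial lists (-1.05, 8 of 16 and 1). So did the epithelial (-0.68, 7 of 19 and 2) and mitochondrial lists (-0.91, 5 of 13 and none). The other genes of each list were in neither.

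Between the clusters, epithelial genes had a median of -0.97 over 19 genes and epicardial genes of -0.62 over 15 genes, led by *UPK3B*, both at the percentile 0. With all cells the epicardial median was -1.12, and with clusters from all genes the epithelial median was -1.51. Smooth muscle genes (0.18, percentile 96.3), basement membrane genes (0.01, 59.4), hypoxia and glycolysis genes (0.02, 64.3), heat shock genes (-0.02, 43.9), pluripotency genes (0.20, 87.0) and HOX genes (0.10, 90.7) lay inside the central 95% of random lists, the pluripotency median turning to -0.47 without t-SNE, the heat shock median to 0.55 without plate 1 (percentile 100) and the smooth muscle median to 0.34 with clusters from all genes (99.9) and 0.24 without plate 1 (98.2). Basement membrane genes lay beyond that range on opposite sides with trimmed means (-0.29, 0.270) and without t-SNE (0.20, 98.2), hypoxia and glycolysis genes with trimmed means (0.24, 98.1) and HOX genes with clusters from all genes (0.18, 98.7) and over members of at least 10 CPM (0.25, 98.1). Cardiomyocyte genes had a median of -0.50 (percentile 0.320), which was 0.05 without plate 1, and mitochondrial mRNAs -0.28 (0.375). Lateral mesoderm genes had a median of 0.39 (percentile 99.96), on the TCF21 high-like side. Of 16 measured, 2 were higher in TCF21 high-like cells, 1 in BNC1 high-like cells and 13 in neither. The median was 0.16 without plate 1 (percentile 93.1) and 0.13 without t-SNE (93.7), both inside the central 95%. Of 32 lists fixed in advance, 29 were placed among random lists for the clusters, and the others were not. Of these 29, 20 lay beyond the central 95%, or 18 of 27 without the 2 lists made only of genes the paper chose on these cells. Some of the 27 hold such genes too, as the BMP response list does with *ID1* and *SMAD6*. The count of 18 is therefore not independent evidence. Genes of a list can vary together, which widens the spread of real lists.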
